# Systemic epigenome-wide association study of elk treponeme-associated hoof disease

**DOI:** 10.1038/s41598-023-42546-8

**Published:** 2023-09-16

**Authors:** Margaret A. Wild, Kyle R. Taylor, Eric E. Nilsson, Daniel Beck, Michael K. Skinner

**Keywords:** Microbiology, Ecology, Pathogenesis

## Abstract

Treponeme-associated hoof disease (TAHD) is an emerging disease of elk (*Cervus canadensis*) in the U.S. Pacific West. Because environmental epigenetics is the primary molecular process that mediates environmental factor impacts on a host organism and disease, the role of epigenetics in TAHD etiology was examined. The current study was designed to examine potential effects of TAHD on systemic epigenetic modifications in infected elk over a range of TAHD lesion severity. Leg tendons that contain predominantly fibroblast connective tissue cells were used to isolate fibroblast cells for epigenetic analysis in unaffected and TAHD-positive male and female Roosevelt and Rocky Mountain elk. Differential DNA methylation regions (DMRs) between the unaffected and TAHD-positive elk were identified for both female and male elk. The presence of TAHD was associated with alteration of the connective tissue cell epigenetics, and DMR associated genes identified. Therefore, the infected elk were found to have a systemic epigenetic alteration that was associated with the disease, despite pathology being generally limited to feet. If the elk germline epigenetics is altered then generational transmission of susceptibility to TAHD may impact subsequent generations through epigenetic inheritance. This first study of epigenetic changes associated with disease in elk suggests that TAHD promotes a systemic effect on the elk epigenetics which could exert health impacts on the elk.

## Introduction

Treponeme-associated hoof disease (TAHD) is an emerging disease of elk (*Cervus canadensis*) in the U.S. Pacific West. The cause of TAHD is uncertain, but *Treponema* spp., and some other bacteria, are thought to be important components of a polybacterial infection^1–3^. Host and environmental factors that increase susceptibility to disease may also promote the occurrence of TAHD and require further investigation^2,3^.

Clinical signs consistent with TAHD were initially described in elk in southwestern Washington, USA, in winter 2008–2009 during investigation of a marked increase in reports of limping elk^4^. Characteristic hoof lesions include mild skin ulceration in the interdigital space, severe sole ulceration, and deformed, asymmetric, overgrown, or sloughed hooves. These lesions result in lameness often accompanied by debilitation^2^. Sex and age predilection have not been reported. Minor lesions have been detected in elk as young as 3 months of age and severe lesions occur in 9 month old elk^2^. Although TAHD lesions are generally limited to the feet, increased antler asymmetry has been associated with TAHD in male elk^5^.

The present geographic distribution of TAHD includes portions of Washington, Oregon, Idaho, and California^3^. Two ecotypes of elk inhabit this area: Roosevelt elk, which generally occur in western coastal ranges, and Rocky Mountain elk which occur in inland areas^5^. The disease was initially reported in Roosevelt elk with^4^. Reports of TAHD in areas with Rocky Mountain elk tend to be less frequent and more sporadically distributed than in areas where Roosevelt elk occur^3,5^. It is unknown whether these apparent differences are attributable to ecotype, environmental factors, pathogen occurrence and transmission, or other factors.

Epigenetics refers to ‘the molecular factors and processes around the DNA that regulate genome activity independent of DNA sequence, and that are mitotically stable’^6^. Epigenetic processes can be altered by exposure to environmental factors such as nutrition or toxicants, or infectious agents^7,8^. Epigenetic factors include DNA methylation, histone modifications, changes to chromatin structure, and expression of non-coding RNAs^9^. The current study evaluates changes in DNA methylation, which involve methyl group attachment to cytosine residues of DNA that are adjacent to guanine residues (*i.e.,* CpG sites). Epigenetics co-evolved with DNA sequence to provide a molecular mechanism to control gene expression and provide a molecular mechanism for environmental factors to regulate biology. Previously, disease etiology and phenotypic variation have been shown to be mediated through both epigenetic and genetic mechanisms^10^. However, epigenetics is the initial mechanism involved in responding to the environment or infectious disease^11^.

The current study investigates the hypothesis that systemic epigenetic DNA methylation changes are associated with the occurrence of TAHD. Elk leg tendon samples were opportunistically available for study from the lower limbs of elk submitted for TAHD surveillance by collaborating wildlife management agencies^3^. For these tendon samples the primary cell type present is fibroblasts (see Results below). Having predominantly one cell type present in samples is critical when performing epigenetic studies, since the epigenetic states are cell specific for each cell type and are the mechanism that controls cell type specificity and differentiation^12^. In a mixed cell population, if the proportion of cell types changes between samples, then this could erroneously suggest a change in DNA methylation when none had occurred. In the current study DNA methylation is measured by isolating DNA from the tendon samples. The regions of the genome that are methylated are identified using a methylated DNA immunoprecipitation (MeDIP) procedure. The amount of DNA methylation at each region was analyzed using next generation sequencing, as described in Methods. Genomic sites are then identified where DNA methylation levels differ with infection status between different study groups of elk. These epigenetic sites are termed Differential DNA Methylated Regions (DMRs). TAHD-positive elk were compared to unaffected elk for both the Rocky Mountain and Roosevelt elk ecotypes. Samples from male and female elk were analyzed separately, as there are sex-specific epigenetic differences between samples from males and females^13,14^.

The presence of epigenetic effects in the tendon fibroblast would suggest a systemic impact associated with TAHD infection on all cell types in the host. The DMR associated genes are identified to explore the systemic impacts (i.e., all organism cell types) of disease status using the tendon fibroblasts. Observations contribute to understanding of the disease pathology, and future epigenetic testing in elk might be useful as a tool for wildlife disease investigation and management. Epigenetic changes may identify some elk as being more susceptible to TAHD. Alternatively, specific epigenetic changes may be a marker of early infection. Results from these studies may provide the proof of concept that epigenetic changes are associated with TAHD.

## Results

Study samples were obtained from Rocky Mountain elk collected in Washington, Idaho, and South Dakota and from Roosevelt elk from Washington, Oregon, and California. Only cases with required metadata (location of collection and sex) and confirmed diagnosis of TAHD present or not detected were included in the analysis. 

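Supplemental Table S1 lists, for each elk, the state of origin and a sample code whose prefix names the state and, for some elk, the year of collection. Of the 5 TAHD-positive Rocky Mountain females, 4 came from Idaho and 1 from Washington. Of the 14 unaffected Rocky Mountain females, 10 came from South Dakota and 4 from Washington, and none from Idaho. All 3 TAHD-positive Rocky Mountain males came from Idaho, as did 3 of the 12 unaffected males. The TAHD-positive Roosevelt females came from Washington (7 elk), Oregon (5 elk) and California (3 elk), and the unaffected ones from Washington (9 elk), California (4 elk) and Oregon (1 elk). Among the Washington Roosevelt females, all 9 unaffected elk and 1 TAHD-positive elk carried the prefix WA18, and the other 6 TAHD-positive elk the prefix WA20. The California females carried the prefix CA when TAHD-positive and CA2020 when unaffected. Sample prefix and TAHD status therefore parted in only 2 of the 29 Roosevelt females, namely the TAHD-positive elk coded WA18 and the unaffected elk from Oregon.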

Treponeme-associated hoof disease was confirmed present (i.e., TAHD-positive) in 21 Roosevelt elk (15 female, 6 male) and 8 Rocky Mountain elk (5 female, 3 male) and not detected (i.e., unaffected) in 24 Roosevelt (14 female, 10 males) and 26 Rocky Mountain elk (14 female, 12 male). Severity of lesions ranged from minor to severe (grade I-IV;^2^) (S1 Table).

Representative tendon samples were fixed and stained (n = 3) and cell nuclei counted to determine the relative proportion of cell types using morphological criteria. Samples were found to have 68% ± 1.7% (mean ± Sd. Dev.) dense connective tissue fibroblasts, 26% ± 4.4% loose connective tissue fibroblasts, and 6% ± 6.2% other cell types, such as vasculature (S1 Fig). Samples were therefore approximately 92% fibroblasts, which is of adequate purity to perform reliable DNA methylation analyses.

DNA was isolated from the samples and methylated DNA evaluated using methylated DNA immunoprecipitation followed by next generation sequencing (MeDIP-seq). 

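In MeDIP-seq, an antibody against 5-methylcytosine pulls methylated fragments out of sonicated, denatured DNA, and the fragments pulled down are sequenced, so a region with more methylated CpG sites collects more reads. The authors trimmed the reads, mapped them with Bowtie2 to the elk genome named in Methods, divided that genome into 1000 bp windows and counted the reads in each window with MEDIPS. Each elk is listed with 1 library, and no libraries were pooled. Among the unaffected Rocky Mountain females, 4 pairs of libraries (ET53 with ET57, ET54 with ET58, ET55 with ET59 and ET56 with ET60) had counts nearly as alike as repeat libraries of one sample would have, so that this group may hold fewer than 14 distinct elk. The deposited tables give the read count of each of 2524780 windows for each of the 79 elk, without normalization. Counts summed over all windows ranged from 14035524 to 18779990 (median 16100636) in the 5 TAHD-positive Rocky Mountain females and from 12570447 to 21793803 (median 17507140) in the 14 unaffected ones. They ranged from 13040251 to 24293753 (median 16294976) in the 15 TAHD-positive Roosevelt females and from 12375617 to 24501833 (median 14997302) in the 14 unaffected ones. In Rocky Mountain males the totals ranged from 11389254 to 12268775 (median 12178011, n = 3) with TAHD and from 8760914 to 27489769 (median 12325585, n = 12) without. In Roosevelt males they ranged from 8385799 to 15354724 (median 11712662, n = 6) with TAHD and from 2887256 to 19367594 (median 14274819, n = 10) without. In units of 1e6 reads, the deposited RPKM values imply 2.47 to 23.1 per library, while Methods gives the paper's approximate values as 13 to 34 per sample. The values given beside the results use the counts. In 4 libraries the counts on chromosome Y went against the sex in Supplemental Table S1: elk ET13, an unaffected Roosevelt female, and elk ET35, ET84 and ET87, 3 males.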

Gene sequencing read depth is therefore a measure of the level of DNA methylation at any particular genomic site (see Methods). 

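For each comparison, the windows tested were those to which the authors' deposited table gives a p-value, which are the windows with a mean count of at least 10 per elk. There were 156767 such windows in Rocky Mountain females, 194405 in Roosevelt females, 84817 in Rocky Mountain males and 102896 in Roosevelt males. The counts were compared between TAHD-positive and unaffected elk with edgeR's quasi-likelihood test after TMM normalization, with the counts in the tested windows as the library size. A DMR was a run of adjacent windows with p < 0.1 holding at least 1 window with p < 1e-04, after the rule in Methods. A second test, edgeR's exact test with TMM normalization, returned the p-values of the authors' deposited tables to within 6.1e-10 in all 4 comparisons, and is called the exact test throughout. On simulated counts with 200 windows changed by 2-fold or 3-fold, the quasi-likelihood test found 122 of the changed windows at p < 1e-04 with the group sizes of the Rocky Mountain females and 186 with those of the Roosevelt females. It found 45 with those of the Rocky Mountain males and 105 with those of the Roosevelt males. Of the unchanged windows, 15, 15, 8 and 13, in the same order, also passed p < 1e-04. The simulated spread between elk followed a fitted trend only, so the share of real changes found may differ.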

DNA methylation levels at every region along the genome were compared between TAHD-positive and unaffected groups to determine statistically significant differential DNA methylated regions (DMRs) (see Methods).

The number of DMRs at different statistical thresholds was determined for male and female Rocky Mountain and Roosevelt elk samples (Fig. 1). 

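In Rocky Mountain females the quasi-likelihood test gave 517 DMRs at p < 1e-03, 85 at p < 1e-04, 9 at p < 1e-05 and 2 at p < 1e-06. The exact test gave 894, 251, 84 and 26 DMRs at the same thresholds. In Roosevelt females the numbers were 1941, 321, 46 and 6 DMRs with the quasi-likelihood test and 2386, 570, 129 and 33 with the exact test. At p < 1e-04, 9 of the 85 Rocky Mountain DMRs and 7 of the 321 Roosevelt DMRs held multiple windows past the threshold. Males had 2 DMRs (Rocky Mountain) and 3 DMRs (Roosevelt) at p < 1e-04 with the quasi-likelihood test and 9 and 11 with the exact test. Of the quasi-likelihood DMRs at p < 1e-04, 83 of 85, 298 of 321, 2 of 2 and 3 of 3, in the order of Fig. 1A to D, shared a window with a DMR of the exact test. Among the alternatives tried, the minimum count moved these numbers most. Without the minimum of 10 counts per elk, the Rocky Mountain and Roosevelt females had 1497 and 4000 DMRs at p < 1e-04. With 1 library kept of each of 4 pairs of nearly alike unaffected libraries, the Rocky Mountain females had 11 DMRs, and with the counts of each pair summed 17.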

DMRs at a significance level of p < 1 × 10^−4^ were used for subsequent analyses. 

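Of the windows tested, 100 in Rocky Mountain females and 329 in Roosevelt females had p < 1e-04 by the quasi-likelihood test, where 15.7 and 19.4 would fall below this threshold by chance if p-values were uniform. After Benjamini-Hochberg adjustment over all windows tested, 1 window in Rocky Mountain females and 191 windows in Roosevelt females had an FDR under 0.05. With 1 library kept of each nearly alike pair, or with each pair summed, 0 Rocky Mountain windows did. The lead window, which is the window with the lowest p of each DMR, had an FDR of 0.0283 to 0.153 in Rocky Mountain females, where 1 of 85 DMRs was under 0.05. Roosevelt lead windows had an FDR of 0.0124 to 0.0588, and 186 of 321 DMRs were under 0.05. With the exact test, all 251 and all 570 DMRs had a lead window under 0.05, with a highest FDR of 0.0275 and 0.0329. On the simulated counts for these group sizes the exact test also passed more unchanged windows at p < 1e-04, 43 and 34 against 15 and 15 by the quasi-likelihood test. The simulated dispersion followed the fitted trend only, with none particular to a window. That setting may favor the quasi-likelihood test, so the difference between the tests may not hold on the real counts. Leaving out single elk moved the numbers of windows at an FDR under 0.05. Without elk ET63, an unaffected Rocky Mountain female, 1670 windows in that ecotype had an FDR under 0.05. In Roosevelt females the number was 3892 without elk ET13 and 1 without elk ET8, which were both unaffected.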

For both female comparisons, a p-value < 1 × 10^−4^ resulted in DMRs with a false discovery rate (FDR) < 0.05. 

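Signal was higher in TAHD-positive elk in 79 of the 85 Rocky Mountain female DMRs and lower in 6. In Roosevelt females it was higher in 230 of 321 DMRs and lower in 91. The size of the change at the lead window, as a log2 fold change without its sign, was 0.91 to 2.25 (median 1.34) in Rocky Mountain females and 0.57 to 1.53 (median 0.85) in Roosevelt females. The exact test gave 239 higher of 251 and 407 higher of 570. The share of DMRs that were higher depended on the normalization. No window named by gene, by supplemental table or by lowest p reversed direction with library size only. These windows were chosen for a difference on the same elk, so a reversal was unlikely. Their direction was not examined with the totals of all windows as library size and no TMM. With library size only, in place of TMM, 21 of 83 Roosevelt and 44 of 52 Rocky Mountain DMRs were higher in TAHD-positive elk. The exact test on the totals of all windows without TMM gave 56 higher of 750 in Roosevelt and 99 higher of 211 in Rocky Mountain females. Both male DMRs in Rocky Mountain elk were lower in TAHD-positive elk, although 7 of 8 were higher without elk ET84 and ET87, whose Y signal goes against their sex label, and 1 of the 3 in Roosevelt males was higher, although all 6 were higher without elk ET41. Fold changes here are TAHD-positive over unaffected, while the fold changes in the authors' deposited tables have the opposite sign.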

The DMR name, chromosomal position, length, statistical significance levels, CpG density, and increase or decrease fold change in DNA methylation are shown for each DMR in S2 Table for Rocky Mountain females, S3 Table for Roosevelt females, S4 Table for Rocky Mountain males, and S5 Table for Roosevelt males. Also shown are any known genes associated with each DMR site, and functional categories for these genes.

**Figure 1:**
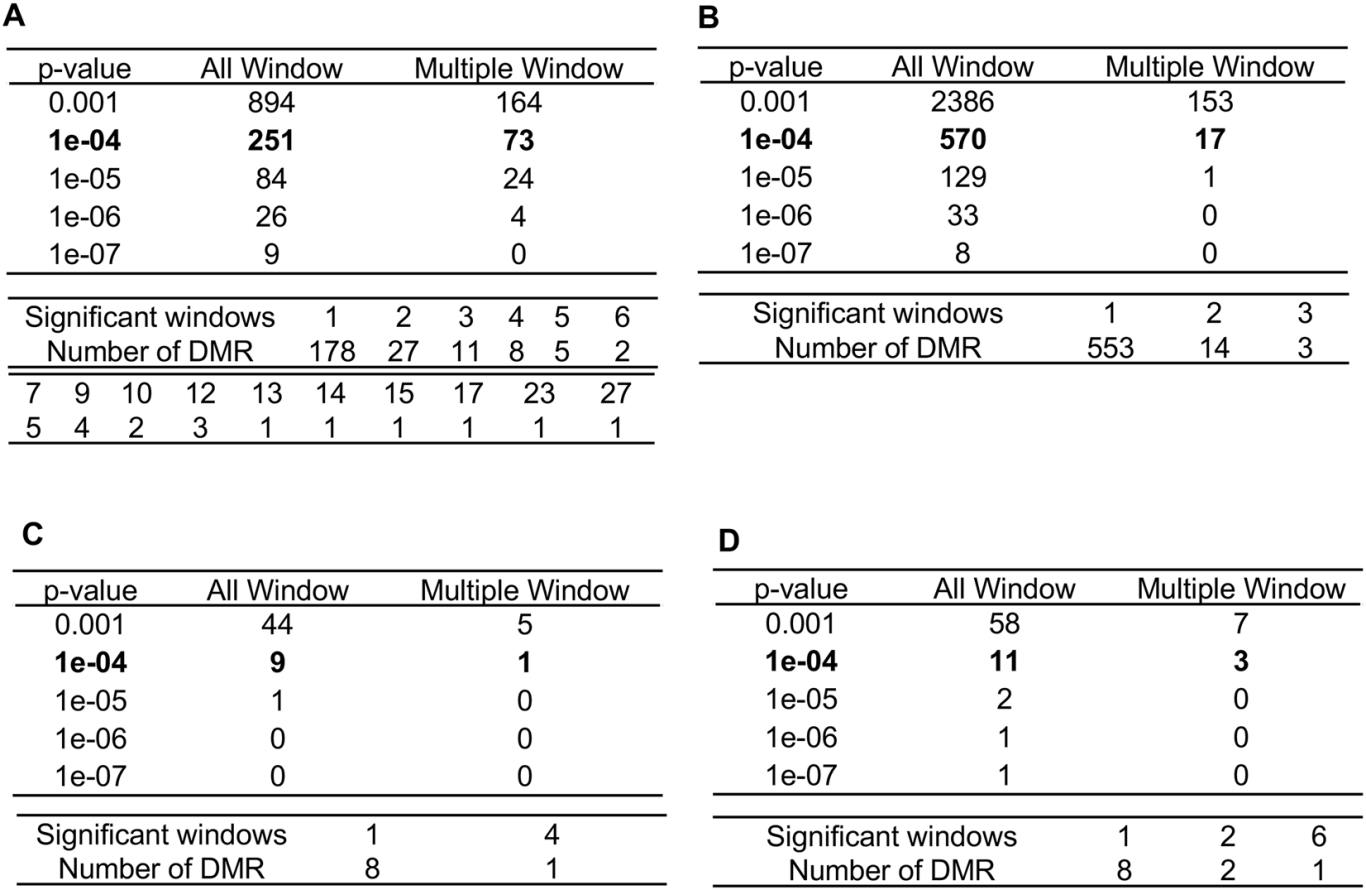
DMR identification and numbers. The number of DMRs found using different p-value cutoff thresholds. The All Window column shows all DMRs. The Multiple Window column shows the number of DMRs containing at least two significant windows (1000 bp each). The number of DMRs with the number of significant windows (1000 bp per window) at a p-value threshold of p < 1e−04 for DMR is presented. (**A**) Rocky Mountain female elk DMRs. (**B**) Roosevelt female elk DMRs. (**C**) Rocky Mountain male elk DMRs. (**D**) Roosevelt male elk DMRs.

Very few DMR at p < 1 × 10^−4^ overlapped with each other between Rocky Mountain and Roosevelt males and females (Fig. 2A). However, if one compares the DMRs present in one group at p < 1 × 10^−4^ with the larger number of DMR present in the other groups at a less stringent statistical level of p < 0.05, then it can be seen that Roosevelt female DMRs have a 34% overlap with Rocky Mountain female DMRs (Fig. 2B). Conversely, Rocky Mountain female DMRs at p < 1 × 10^−4^ have a 43% overlap with the Roosevelt female DMRs at p < 0.05.

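Of the 85 Rocky Mountain female DMRs at p < 1e-04, 3 shared at least 1 bp with a Roosevelt female DMR, all 3 with the same direction. In 1000 random placements of the same DMR lengths on tested windows of similar coverage, the median overlap was 1 DMR and the range 0 to 4, and 73 placements overlapped as often (p = 0.074, one-sided). With the exact test, 8 of 251 Rocky Mountain DMRs overlapped, where random placements gave a median of 5 and p = 0.154. When the same window had to pass p < 1e-04 in both female comparisons, none of the 100 Rocky Mountain windows did by the quasi-likelihood test, although 86 of the 329 Roosevelt windows had p < 0.05 in Rocky Mountain females.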

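The regions formed from windows at p < 0.05 were more numerous than the DMRs, with 11963 such regions in Rocky Mountain females and 24596 in Roosevelt females. Of the 321 Roosevelt female DMRs, 106 (33.0%) overlapped a Rocky Mountain female region at p < 0.05. Random placements gave a median of 33 overlapping DMRs (10.3%) and at most 54, so that none of the 1000 placements reached the observed number (p = 0.001, the smallest they can give). All 106 had the same direction in both comparisons. The 2 comparisons share no elk, but random placement tests only where DMRs lie. It cannot exclude a difference among libraries that moves the same windows in both ecotypes. In unaffected elk, signal at the DMRs higher in TAHD-positive elk fell with the share of a library's counts in tested windows. Spearman's rho was -0.77 in Rocky Mountain and -0.83 in Roosevelt females. Overlap with the males was lower. Of the same 321 DMRs, 8 (2.49%) overlapped Rocky Mountain male regions at p < 0.05 and 0 overlapped Roosevelt male regions by the quasi-likelihood test, where the exact test gave 4 of 570.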

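In the other direction, 37 of the 85 Rocky Mountain female DMRs (43.5%) overlapped a Roosevelt female region at p < 0.05. Here the random placements, which carry the same DMR lengths of 1 to 101 kb, gave a median of 33 DMRs (38.8%), and 170 of 1000 placements overlapped as often (p = 0.171, one-sided). The excess over random placement therefore was not detectable in this direction by overlap alone. Counting only overlaps with the same direction of change left all 37 DMRs, while the random placements fell to a median of 21 (p = 0.001, the smallest they can give). As for the Roosevelt DMRs, a difference among libraries shared by both ecotypes was not excluded by this. With the exact test, 109 of 251 DMRs (43.4%) overlapped, against a random median of 92 (p = 0.009). Of the 85 DMRs, 3 overlapped Rocky Mountain male regions and 17 overlapped Roosevelt male regions at p < 0.05.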

**Figure 2:**
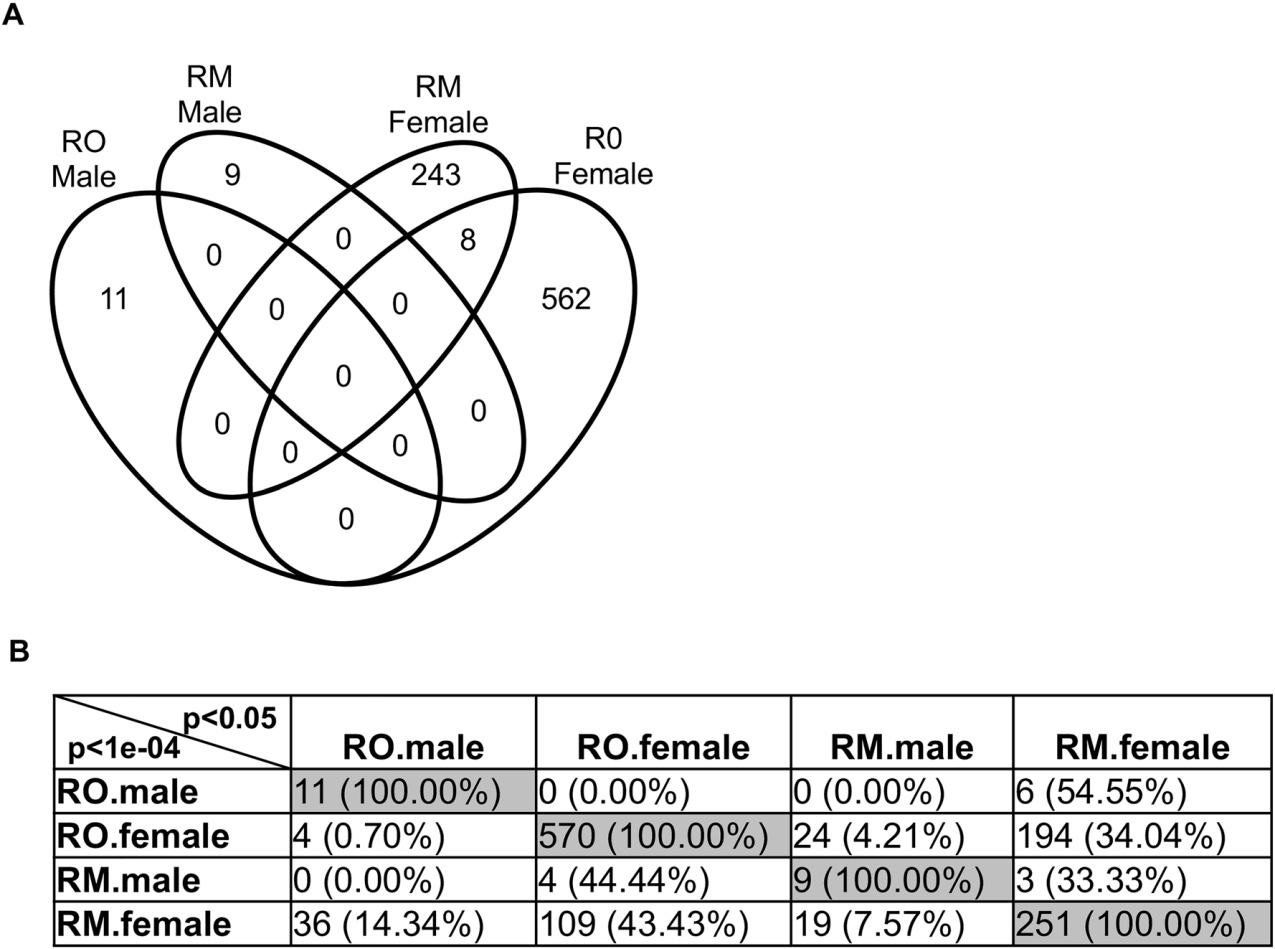
DMR overlap. (**A**) Venn diagram of all DMR overlap (p < 1e−04). (**B**) Extended overlaps (p < 1e−04 vs. p < 0.05). The number of DMRs overlapped and percentage presented.

The male Rocky Mountain and Roosevelt elk sample sets both had very few TAHD-positive animals. This affected the ability of the analysis to detect DMRs, and so relatively few DMRs were identified, compared to Roosevelt and Rocky Mountain females (Fig. 1C,D). These DMRs were characterized for chromosomal position, length, statistical significance levels, CpG density and increased vs. decreased methylation levels (S4, S5 Tables). 

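The male comparisons held 3 TAHD-positive and 12 unaffected Rocky Mountain elk, and 6 TAHD-positive and 10 unaffected Roosevelt elk. At p < 1e-04, 2 windows in Rocky Mountain males and 4 in Roosevelt males passed by the quasi-likelihood test, where 8.48 and 10.3 would pass by chance. No window had an FDR under 0.05 in either comparison, and the smallest FDR was 0.958 and 1.00. At an unadjusted p under 0.05 there were 3572 windows (4.21%) in Rocky Mountain males and 2747 (2.67%) in Roosevelt males, compared with 9.61% and 15.6% of windows in the females of the same ecotypes. At an FDR under 0.05 the exact test gave 0 windows in Rocky Mountain males and 1 in Roosevelt males, and DESeq2 gave 4 and 12. From the few TAHD-positive males, the paper reasons that the ability to detect DMRs was limited.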

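All 9 DMRs of the paper's Table S4 and all 11 of Table S5 fell on windows tested here. In Rocky Mountain males, 4 of the 9 were higher and 5 lower in TAHD-positive elk, and 2 kept p < 1e-04 by the quasi-likelihood test. These were a DMR at 67000001 to 67013000 on chromosome 14 (lead window log2 fold change -2.25, standard error 0.47, p = 7.4e-05) and one at 31329001 to 31330000 on chromosome 7, inside TBC1D5 (-1.67, standard error 0.36, p = 9.0e-05). In Roosevelt males 5 of the 11 were higher and 6 lower, and 3 kept p < 1e-04. The lowest p belonged to a DMR at 11608001 to 11613000 on chromosome 26 (log2 fold change 1.38, standard error 0.28, p = 3.8e-05). None of these 20 windows had an FDR under 0.05 over all windows tested by the quasi-likelihood test, and 1, at 11801001 on chromosome 8 in Roosevelt males, had one by the exact test. All 20 had one when adjusted over the list alone, which is not independent evidence because the tables were chosen on these elk. The largest change, at 11801001 to 11802000 on chromosome 8 in Roosevelt males (log2 fold change 3.72, standard error 0.88), rested on elk ET44, and the log2 fold change was 0.80 without it. In Rocky Mountain males, the change at 51109001 to 51111000 on chromosome 27 (2.20, standard error 0.59) rested on elk ET85, and the log2 fold change was 0.04 without it.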

Little subsequent male DMR analysis was performed, owing to the few DMR identified.

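In Roosevelt females every chromosome except Y carried at least 1 of the 321 DMRs. Chromosome X held 14 Rocky Mountain DMRs and 75 Roosevelt DMRs, more than any other chromosome in Roosevelt females, where chromosome 21 followed with 17 and chromosome 18 with 16. In Rocky Mountain females chromosome 26 held as many as X, 14, followed by chromosome 32 with 13 and chromosome 14 with 11. By the exact test X held 26 of 251 and 121 of 570 DMRs. By that test, Rocky Mountain chromosomes 26, 14 and 32 held more than X, with 55, 41 and 32. Without X and Y the numbers of DMRs were 79 and 250. The Rocky Mountain females had 1 DMR on Y with the quasi-likelihood test and 2 with the exact test, and the Roosevelt females had 0 and 1.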

The DMRs are localized onto most all chromosomes of the genome for female Rocky Mountain and Roosevelt elk (Fig. 3A,B). The Rocky Mountain elk, having fewer DMRs, had two chromosomes (27 and 33) with no DMRs present. 

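By the exact test 3 chromosomes (13, 27 and 33) had no Rocky Mountain female DMR at p < 1e-04. By the quasi-likelihood test there were 11 (chromosomes 1, 2, 6, 13, 15, 16, 19, 23, 24, 27 and 33).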

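The 8 DMRs that the paper's Table S6 lists for both Roosevelt and Rocky Mountain females were all higher in TAHD-positive elk in both comparisons. Their lead windows had log2 fold changes of 0.91 to 2.04 in Rocky Mountain females (5 TAHD-positive and 14 unaffected elk) and 0.52 to 1.44 in Roosevelt females (15 and 14 elk). By the quasi-likelihood test, 3 of the 8 had p < 1e-04 in Rocky Mountain females, with FDRs of 0.153 to 0.180 over all 8, and 4 of the 8 had p < 1e-04 in Roosevelt females, with FDRs of 0.0376 to 0.192. All 8 passed an FDR of 0.05 in each comparison when adjusted over the list alone. Since the list was chosen for p < 1e-04 on these elk, that adjustment is not independent evidence.

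**Figure D1:**
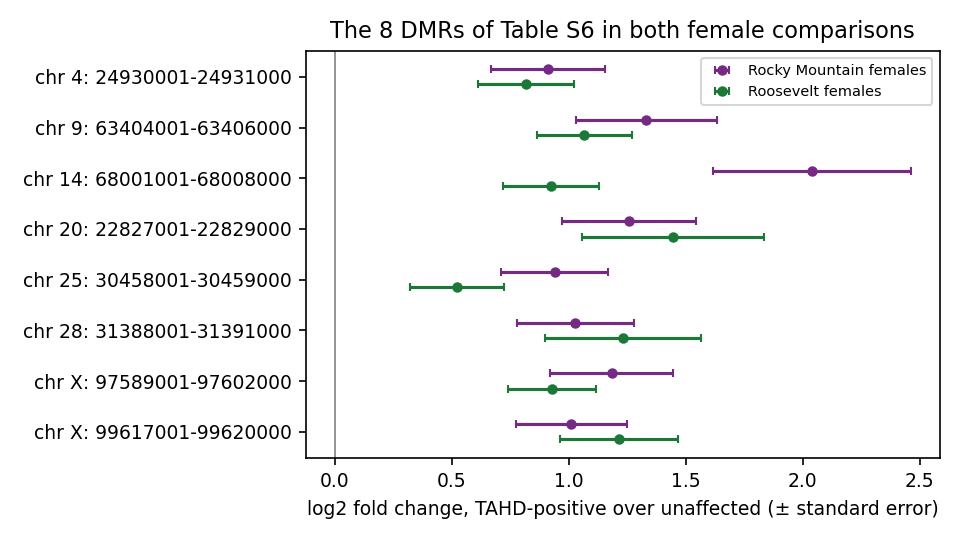
Log2 fold change (TAHD-positive over unaffected) with its standard error at the lead window of each of the 8 DMRs of Table S6, in Rocky Mountain females and in Roosevelt females. All 16 values lie above 0, from 0.52 to 2.04.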

There was limited overlap between the DMRs of the Roosevelt and Rocky Mountain females at p < 1 × 10^−4^ (S6 Table). Two of the eight overlapping DMRs were present on the large X chromosome, and six of eight DMRs were associated with uncharacterized loci (LOC) genomic regions of the genome.

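The pair on chromosome X spanned 97589001 to 97602000 and 99617001 to 99620000. The lead window is chosen in each comparison, and it differed between them at both of these DMRs, as at 6 of the 8. At the first, its CPM in Roosevelt females, at 97596001, was 5.92 ± 2.74 (SD, n = 15) in TAHD-positive and 3.10 ± 0.840 (SD, n = 14) in unaffected elk, a log2 fold change of 0.93 (standard error 0.19, FDR 0.0405 from edgeR's quasi-likelihood test). In Rocky Mountain females the lead window, at 97591001, had 3.84 ± 1.77 (SD, n = 5) and 1.64 ± 0.697 (SD, n = 14), a log2 fold change of 1.18 (standard error 0.26, FDR 0.153). Of the 8 DMRs of Table S6, the one with the largest change in Rocky Mountain females was at 68001001 to 68008000 on chromosome 14, by LOC122453182, with a log2 fold change of 2.04 (standard error 0.42) at its lead window there and 0.92 (standard error 0.20) at that of the Roosevelt females. Table S6 pairs 6 of the 8 DMRs with a gene name, and all of these names are uncharacterized loci. The other 2, at 24930001 on chromosome 4 and 63404001 on chromosome 9, are listed without a gene.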

**Figure 3:**
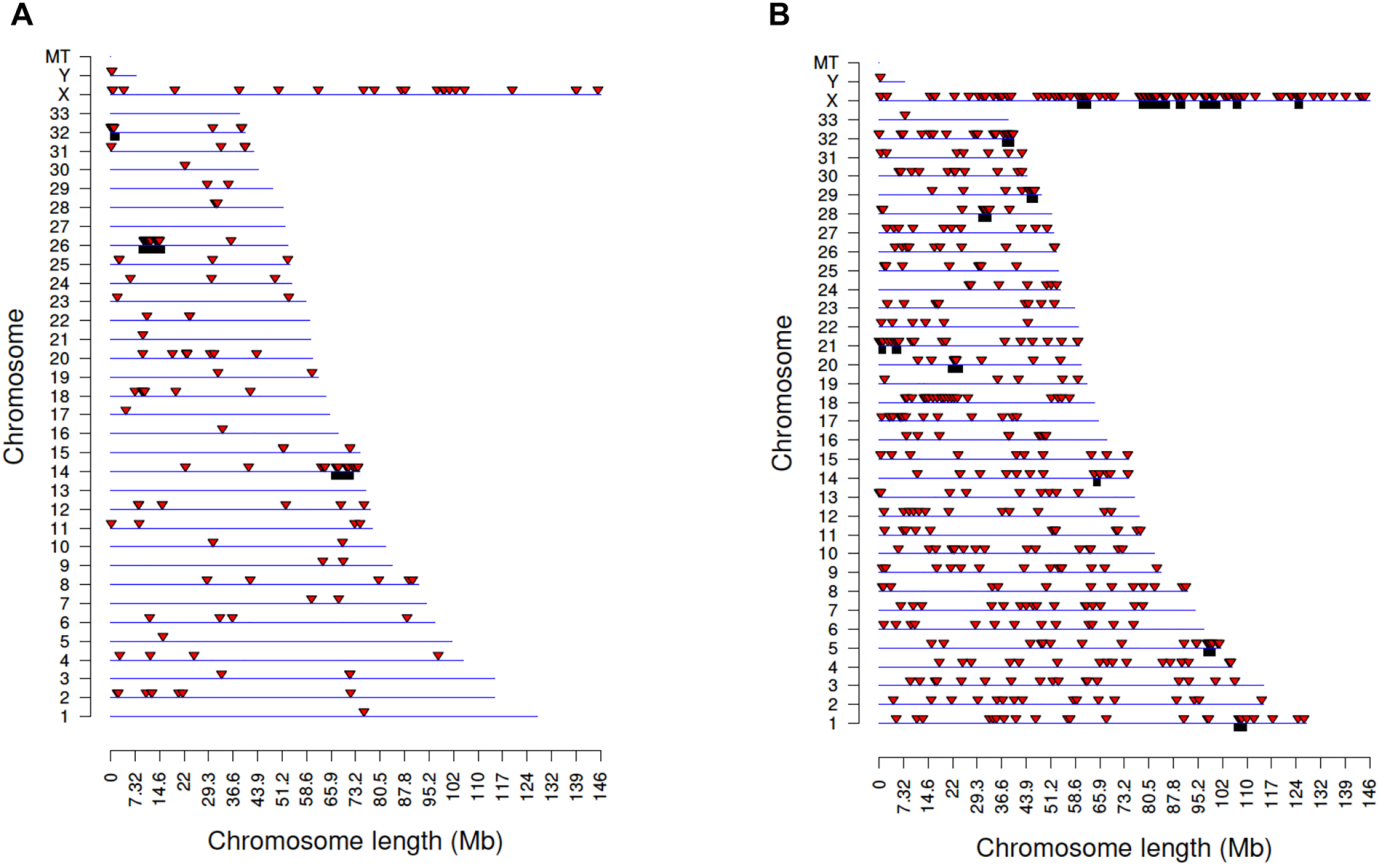
DMR Chromosomal locations. The DMR locations on the individual chromosomes is represented with a red arrowhead and a cluster of DMRs with a black box. All DMRs containing at least one significant window at a p-value threshold of 1e−05 for DMR are shown. (**A**) Rocky Mountain female elk DMR. (**B**) Roosevelt female elk DMR.

The CpG density (number of methylatable CpG sites per 100 base pairs) of DMRs in female elk is presented in Fig. 4A,C. All the Roosevelt female elk DMRs had a low density of CpG sites (< 5 CpG/100 bp). 

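The table of Roosevelt female DMRs used here holds 568 rows, of which 567 give a CpG density, so no test was run on it. In that copy, the paper's CpG densities ranged from 0 to 9.9 CpG per 100 bp, and 33 DMRs had 5 or more. The signal at these DMRs changed direction with the density. Of the 348 DMRs under 1 CpG per 100 bp, 345 were higher in TAHD-positive elk, with an RPKM, averaged over these DMRs in each elk, of 1.16 ± 0.221 (SD, n = 15) against 0.728 ± 0.136 (SD, n = 14) in unaffected elk. Between 1 and 2 CpG per 100 bp, 57 of 78 were higher. From 2 to 3 CpG per 100 bp, 45 of 48 were lower, with a mean RPKM of 0.764 ± 0.202 in TAHD-positive and 1.39 ± 0.326 in unaffected elk. All 33 DMRs at 5 or more were lower, with 0.644 ± 0.220 against 1.33 ± 0.431. These means are over DMRs chosen for a difference between the same groups.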

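In Rocky Mountain females 185 of the 251 DMRs of the paper's Table S2 lay under 2 CpG per 100 bp and 66 at or above it, of which 49 lay between 4 and 5. Of the CpG-poor DMRs, 4 (2.16%) were lower in TAHD-positive elk, and of the CpG-rich ones 8 (12.1%) were lower (Fisher's exact test, two-sided, p = 0.00314). Split at 1 CpG per 100 bp, the shares were 0.741% and 9.48% (p = 0.00159). The DMRs between 4 and 5 CpG per 100 bp had a mean RPKM of 3.85 ± 2.02 (SD, n = 5) in TAHD-positive and 1.66 ± 0.754 (SD, n = 14) in unaffected elk, and 47 of the 49 were higher in TAHD-positive elk. DMRs are not independent of one another, since all come from the same 19 elk.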

Interestingly, the Rocky Mountain female elk had predominantly low density CpG DMR, but a reasonable number of high density CpG islands as well, Fig. 4B. The lengths of DMRs were generally between one and three kilobases (Fig. 4B,D). 

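In Roosevelt females 302 of 321 DMRs (94.1%) were 1 to 3 kb long, with a median of 1 kb and a longest DMR of 13 kb. Rocky Mountain female DMRs were longer, with a median of 3 kb and a longest DMR of 101 kb, and 53 of 85 (62.4%) were 1 to 3 kb. By the exact test the shares were 92.3% of 570 and 60.2% of 251. Since a DMR is extended over adjacent windows with p < 0.1, its length depends on how many neighboring windows pass that limit and is a multiple of 1000 bp.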

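The PCA was repeated on the RPKM of the windows in DMRs. In Roosevelt females, PC1 of 572 windows carried 58.9% of the variance, and the group means on PC1 lay 1.81 pooled SDs apart. All 15 TAHD-positive elk lay above the median of the 14 unaffected elk, and 2 lay above the highest of them, which was elk ET13. Windows picked for a difference between 2 groups separate those groups to some degree whatever the labels are. The DMRs were therefore called again for random splits of the same 29 elk into groups of 15 and 14. Of the 40 splits with at least 2 windows in DMRs, the real one included, 8 separated as far. When each split was instead given as many windows as the real one, taken by lowest p, the real separation was 2.82 pooled SDs, and none of the other splits among 48 reached it. Over all 194405 tested windows, the separation was 0.11 pooled SDs (permutation test, p = 0.771).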

A Principal Components Analysis (PCA) plot of the RPKM read depth data of DMRs are shown in Fig. 5A,B. PCA data indicate that samples separate reasonably well into TAHD-positive and unaffected groups for Roosevelt females. Separation is less clear for the Rocky Mountain females. 

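For Rocky Mountain females, PC1 of 803 windows carried 73.6% of the variance and the group means lay 1.58 pooled SDs apart. Of the 42 splits of the 19 elk with at least 2 windows in DMRs, the real one included, 32 separated as far on their own windows. Of the 5 TAHD-positive elk, 2 lay above every unaffected elk on PC1, with scores of 175 (elk ET66) and 102 (elk ET67). The other 3 had scores of 42.5 (ET68), -10.7 (ET65) and -28.1 (ET69), while the highest unaffected elk, ET51, had a score of 59.0.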

No separation was apparent based on severity of lesion grade or age class in either ecotype.

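Among the 15 TAHD-positive Roosevelt females, PC1 scores averaged 6.85 at grade 1 (2 elk), 6.16 at grade 2 (3 elk), 11.9 at grade 3 (6 elk) and 8.20 at grade 4 (4 elk). No relation of lesion grade with PC1 was detectable (Pearson's r = 0.125, permutation p = 0.658, and Spearman's rho = 0.142, permutation p = 0.611). Without the 2 elk farthest from the median grade, r was 0.0624. Within the 6 elk coded WA20, r was 0.452 (exact permutation p = 0.350, and 0.842 without 2 elk) and rho 0.525 (p = 0.300), which 6 elk cannot tell from no relation. Within the 5 elk coded OR, r was -0.368 (exact permutation p = 0.550) and rho -0.308 (p = 0.667). The codes CA and WA18 held 3 elk and 1 elk, and were not tested. PC1 averaged 7.43 in 11 adult and 9.26 in 2 juvenile TAHD-positive Roosevelt females (exact permutation test, two-sided, p = 0.846). In the 5 TAHD-positive Rocky Mountain females r was 0.796 (exact permutation p = 0.133) and rho 0.872 (p = 0.100), which 5 elk cannot tell from no relation, and only 1 of them, at grade 1, was a juvenile.

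**Figure D2:**
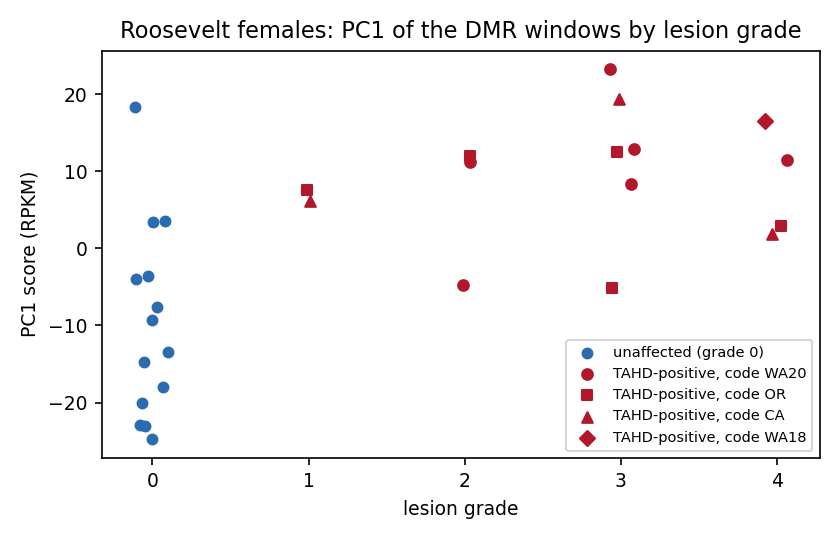
PC1 score of each Roosevelt female by lesion grade, from the RPKM of the windows in DMRs, where grade 0 holds the unaffected elk. The grade means of the TAHD-positive elk lie between 6.16 and 11.9 and their scores overlap at every grade.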

**Figure 4:**
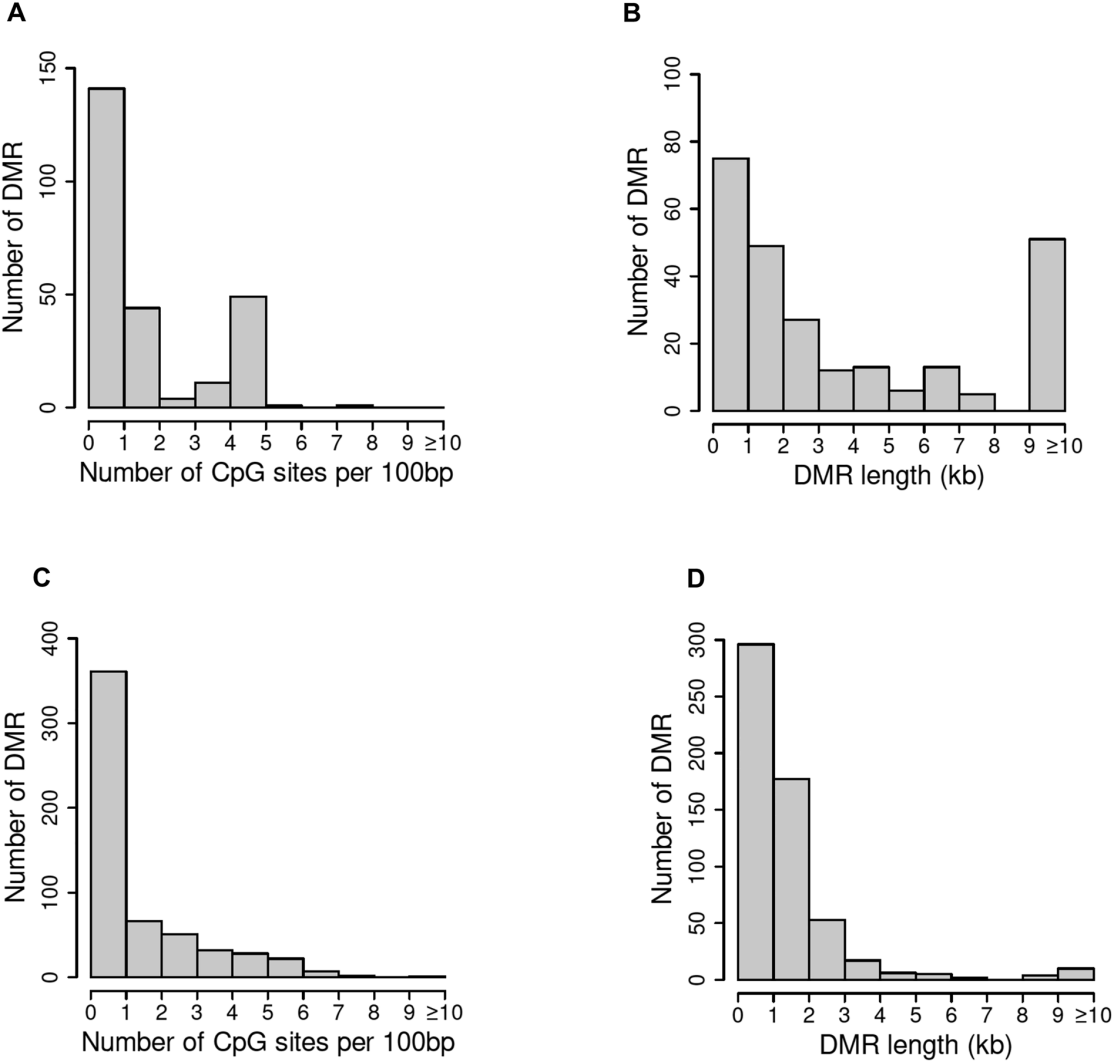
DMR genomic features (CpG density and length). (**A**) Rocky Mountain female elk DMR CpG density. (**B**) Rocky Mountain female elk DMR length. (**C**) Roosevelt female elk DMR CpG density. (**D**) Roosevelt female elk DMR length.

**Figure 5:**
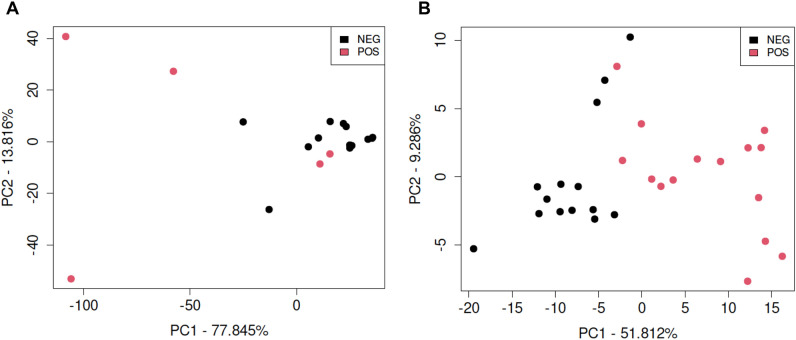
DMR principal component analysis (PCA). The first two principal components are used. The underlying data is the RPKM read depth for DMR genomic windows. (**A**) Rocky Mountain female elk DMR biomarkers. (**B**) Roosevelt female elk DMR biomarkers.

Gene associations with, or near, each DMR for the Rocky Mountain and Roosevelt female groups were identified as described in Methods (S2 and S3 Tables). Forty-nine percent of Rocky Mountain female DMRs were near genes, while 59% of Roosevelt female DMRs were near genes. 

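A DMR was counted as near a gene when it lay within 10 kb of a gene of the reference annotation of the same assembly. By this rule 44 of 85 Rocky Mountain female DMRs (51.8%) and 181 of 321 Roosevelt female DMRs (56.4%) were near genes, and 34 and 143 overlapped a gene. With the exact test 122 of 251 (48.6%) and 336 of 570 (58.9%) were near genes. The distance was set to 10 kb after 0, 5 and 10 kb had been tried. Of all windows tested, 65.8% in Rocky Mountain females and 67.4% in Roosevelt females lay as near to a gene.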

When known, gene functions were assigned to the DMR-associated genes as shown in S2 and S3 Tables and in Fig. 6. Additional insight into the possible functions of DMR-associated genes was obtained by seeing what physiological pathways the genes participated in using the KEGG database^15^. Metabolic and signaling pathways predominated (Fig. 6B,C).

**Figure 6:**
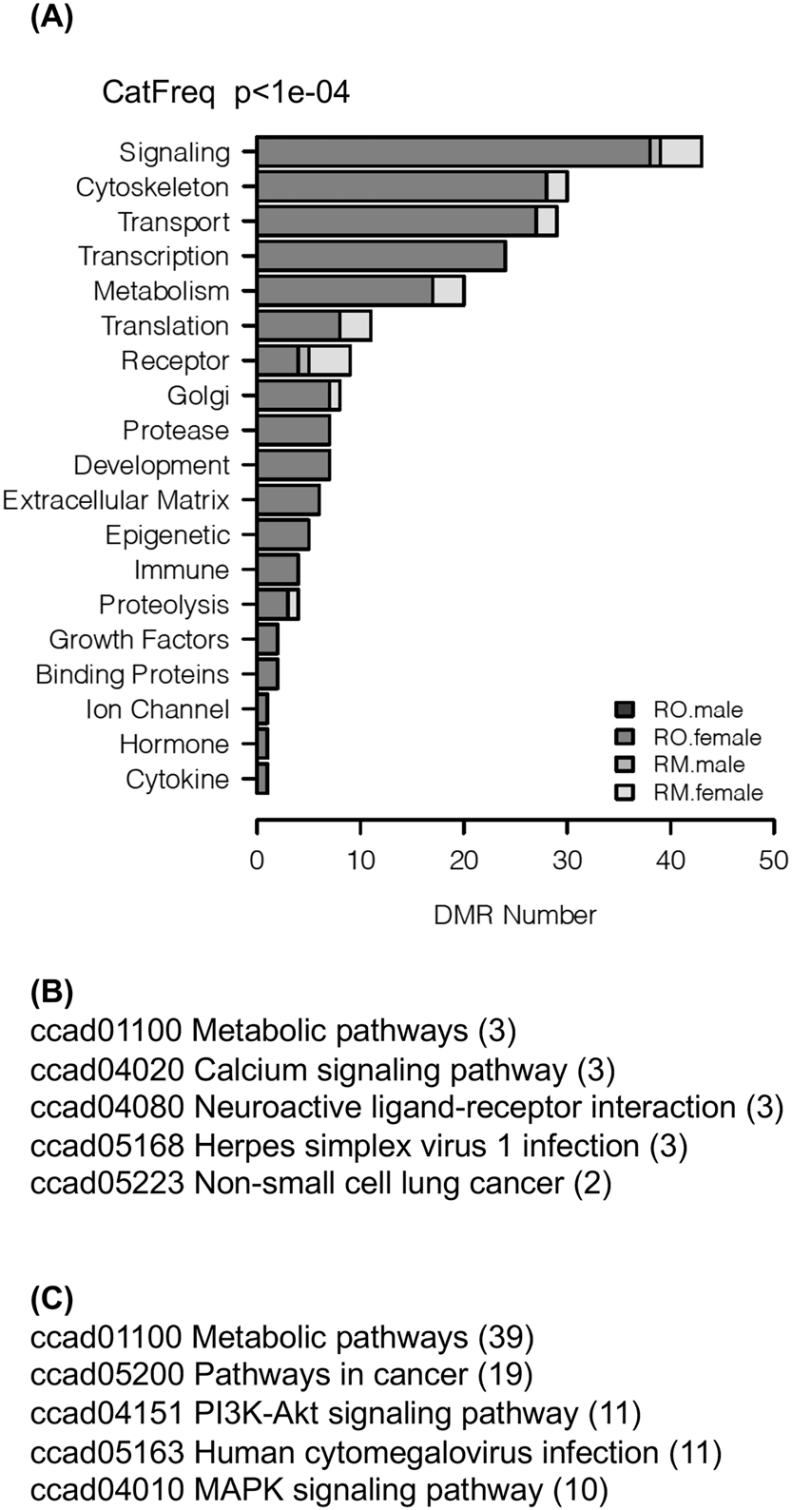
(**A**) DMR gene functional categories (see Methods). (**B**) Rocky Mountain female elk KEGG gene pathway associations. (**C**) Roosevelt female elk KEGG gene pathway associations.

Further investigation into the potential function of DMR-associated genes was performed using Pathway Studio™ software, which identifies connections between genes, cell processes, and diseases in the published literature. For Rocky Mountain female elk, cell processes and diseases that were over-represented in the list of DMR-associated genes included cell proliferation, innervation, and pain (Fig. 7). For Roosevelt female elk, it was found that several genes in proximity to TAHD-related DMRs were over-represented in certain cell processes and diseases, including several immune processes, skin infection, cartilage abnormality, and metabolic syndrome (Fig. 8). In addition, some DMR-associated genes were known to have links to bacterial infection processes (Figs. 8, 9).

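Of the 19 genes listed from Fig. 9, 13 are paired with a DMR in the copy of Table S3 used here, and 6 are not. For 5 genes without such a pairing (F2R, RACK1, CD44, ABCB1 and ADIPOQ), the nearest Roosevelt female DMR of the exact test was 371607 to 7538943 bp away. The 13 genes are paired through 12 windows, since INS and TH share 1. All 12 windows kept their direction with each elk left out in turn. In TAHD-positive Roosevelt females, 3 of the 12 were higher (USP25, IL16 and NOD1) and 9 were lower (INS with TH, F2, NOS2, PXN, BID, TGFB1, MUC2, RAC2 and CARD9). The size of the log2 fold change, without its sign, was 0.59 to 1.01. By the quasi-likelihood test, 4 of the 12 windows had p < 1e-04 and 3 had an FDR under 0.05 over all windows tested, namely those at USP25, BID and NOS2. All 12 had one when adjusted over the list alone, which is not independent evidence because the study chose the genes on these elk. At USP25 (chromosome 27, 19311001 to 19312000, inside the gene) CPM was 1.64 ± 0.577 (SD, n = 15) in TAHD-positive and 0.794 ± 0.314 (SD, n = 14) in unaffected elk (log2 fold change 1.01, standard error 0.19, FDR 0.0345). At BID (chromosome 21, 10438001 to 10439000) CPM was 0.863 ± 0.251 against 1.52 ± 0.336, and 9 of the 15 TAHD-positive elk lay below the lowest unaffected elk (-0.75, standard error 0.16, FDR 0.0461). NOS2 (chromosome 1, 40855001 to 40856000) had 0.803 ± 0.241 against 1.41 ± 0.413 CPM (-0.80, standard error 0.18, FDR 0.0488). The mean count behind these windows was low, at 10.8 to 14.3 reads per elk.

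**Figure D3:**
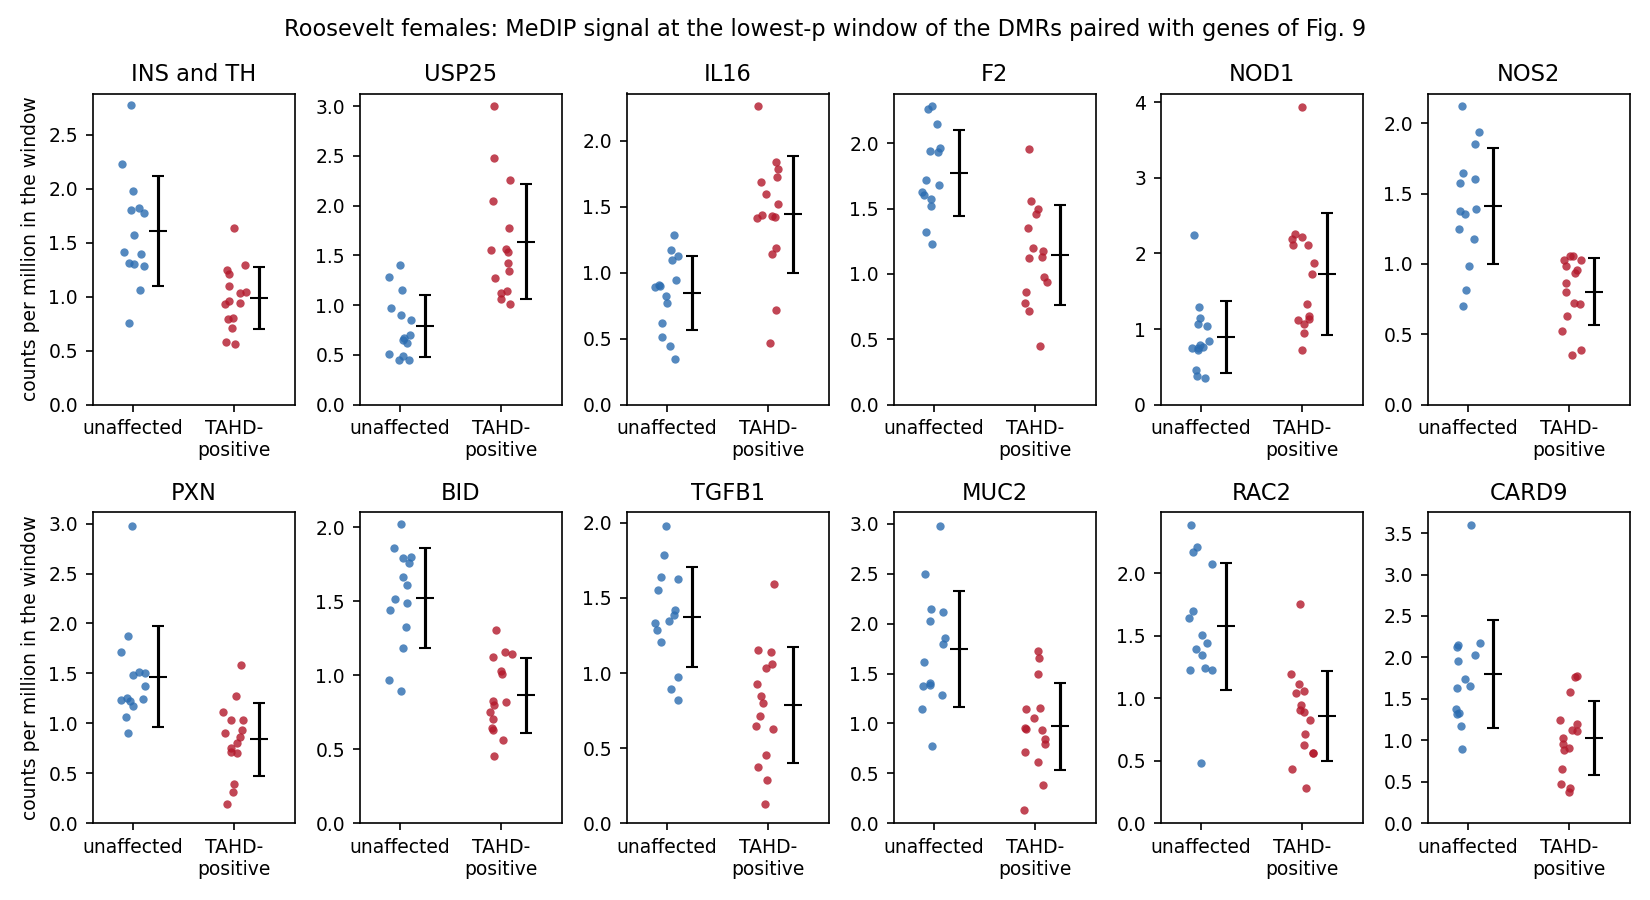
CPM of each Roosevelt female at the 12 windows that Table S3 pairs with genes of Fig. 9, with the mean and SD of the TAHD-positive (n = 15) and unaffected (n = 14) elk. The groups overlap at every window, and the fitted log2 fold changes, without their sign, are 0.59 to 1.01.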

**Figure 7:**
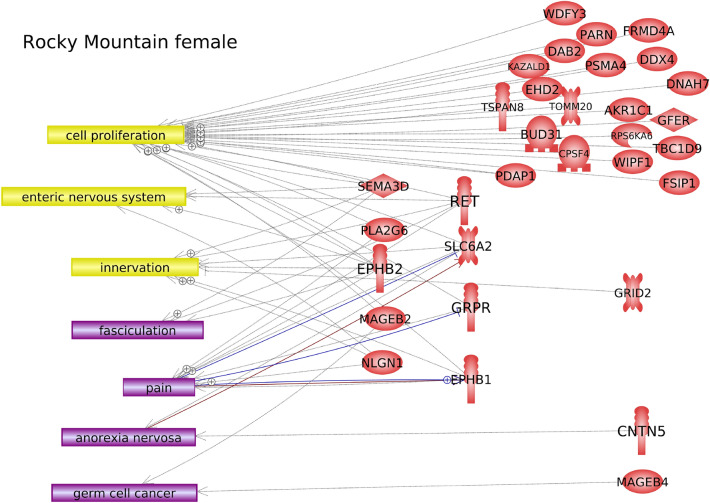
DMR associated gene networks. Rocky Mountain female elk. DMR-associated gene network with related cellular processes (yellow boxes) and diseases (purple boxes) shown, as determined by the Pathway Studio™ database. Gene symbols and correlated names are presented in Supplemental Table S7.

**Figure 8:**
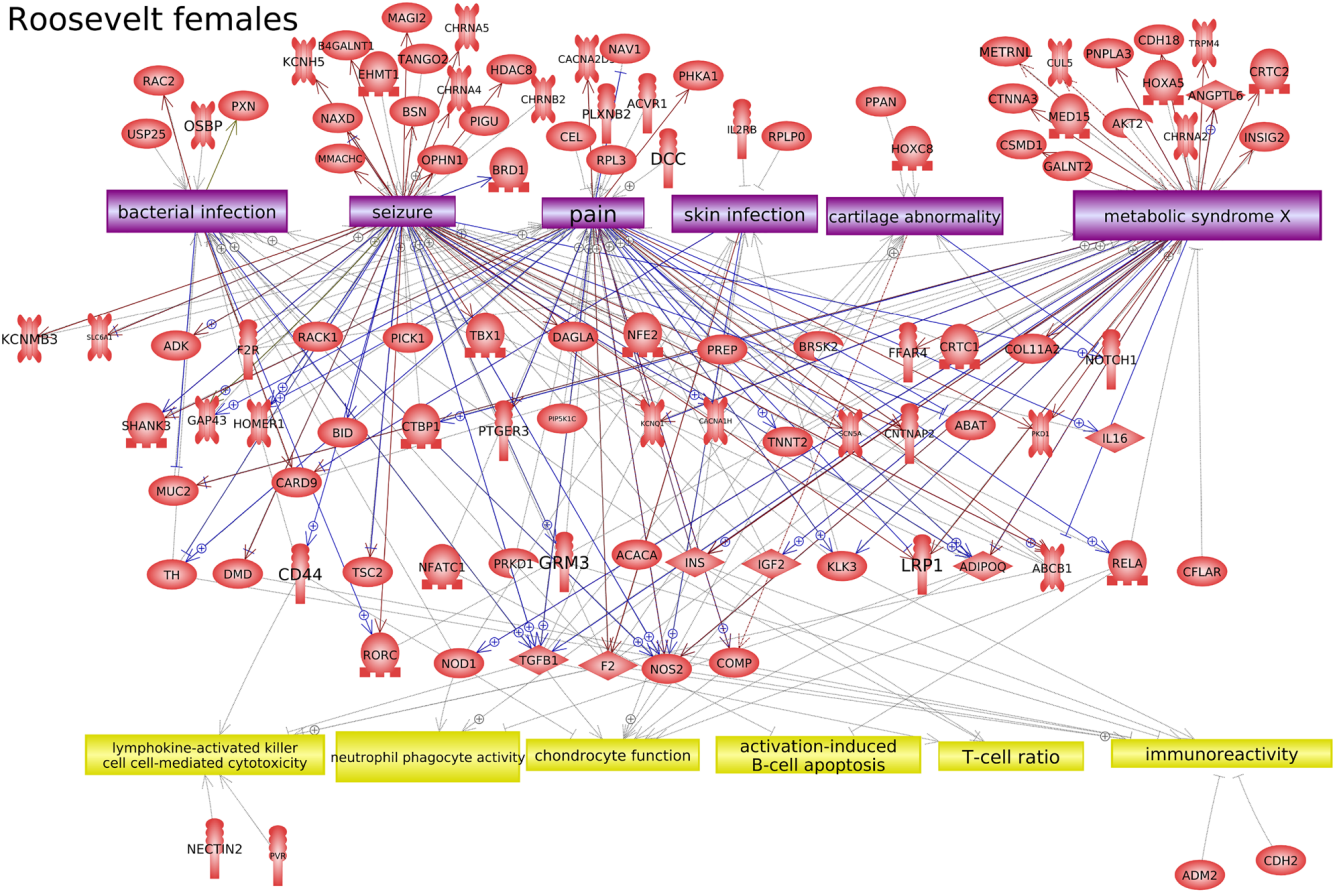
DMR associated gene networks. Roosevelt female elk. DMR-associated gene network with related cellular processes (yellow boxes) and diseases (purple boxes) shown, as determined by the Pathway Studio™ database. Gene symbols and correlated names are presented in Supplemental Table S7.

**Figure 9:**
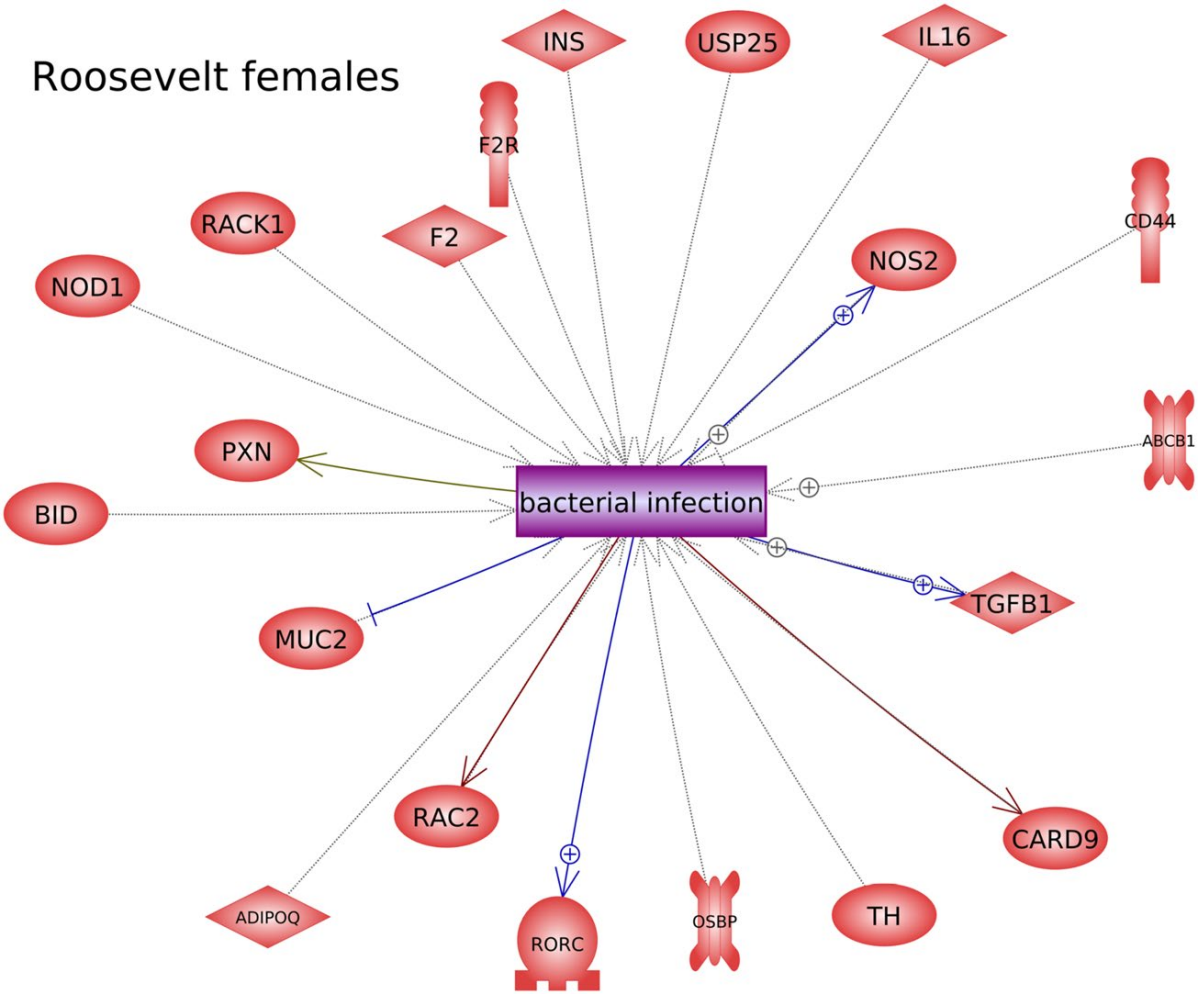
DMR associated genes known to be involved in bacterial infection. Roosevelt female elk. DMR-associated gene network with connections to bacterial infection (purple box) shown, as determined by the Pathway Studio™ database. Gene symbols and correlated names are presented in Supplemental Table S7.

## Discussion

Understanding host susceptibility and disease progression is challenging in all species, but particularly in free-ranging wildlife. Diseased wildlife have undocumented health histories so predisposing factors and disease course are generally unknown. Novel approaches, such as epigenetic analysis, may provide insights not otherwise available. Wildlife disease surveillance and sample collection are resource-intensive, with limited availability of samples for study. In this study, samples from 80 elk that were opportunistically collected for disease surveillance provide the first reported epigenetic investigation of disease in elk.

There was a statistically significant epigenetic signature of DMRs in TAHD-positive female Roosevelt and Rocky Mountain elk. That is to say, certain DNA methylation changes occurred relatively frequently in TAHD-positive females compared to unaffected females. This was particularly true in Roosevelt females where a higher number of TAHD-positive animals allowed for a more sensitive analysis and detected a larger number of DMRs. 

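The window with the lowest p in Rocky Mountain females lay on chromosome X at 99614001 to 99615000, by LOC122435824. Its CPM was 3.26 ± 1.42 (SD, n = 5) in TAHD-positive and 1.07 ± 0.430 (SD, n = 14) in unaffected elk, and 4 of the 5 TAHD-positive elk lay above every unaffected elk (log2 fold change 1.57, standard error 0.25, FDR 0.0283 from edgeR's quasi-likelihood test). The next 2, on chromosome 28 at 31719001 and on chromosome 14 at 67733001, had log2 fold changes of 1.40 and 1.37, both with an FDR of 0.0540. In Roosevelt females the lowest p was on chromosome 14 at 30156001 to 30157000, where 11 of 15 TAHD-positive elk lay above every unaffected elk (log2 fold change 1.22, standard error 0.19, FDR 0.0124). The second was on chromosome X at 30969001 (log2 fold change 1.00, FDR 0.0251, 11 of 15 elk above). The third was on chromosome 21 at 5871001, inside SCUBE1, and was lower in TAHD-positive elk (log2 fold change -0.98, FDR 0.0251, with 11 of 15 elk below every unaffected elk). None of the 6 changed direction with any elk left out, which is a weak check because they were chosen for the lowest p on these elk. With the nearly alike unaffected Rocky Mountain libraries thinned to 1 per pair, or summed, 0 Rocky Mountain windows had an FDR under 0.05. From the DMRs called in the 2 female comparisons, the paper concludes that certain methylation changes were more frequent in TAHD-positive females.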

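The number of DMRs rested on single elk more in the smaller group. With each elk left out in turn, the Rocky Mountain female DMRs numbered from 18 (without TAHD-positive elk ET67) to 530 (without unaffected elk ET63), around 85 with all 19 elk. They numbered 11 or 17 with 4 pairs of nearly alike unaffected libraries thinned to 1 or summed. The Roosevelt female DMRs numbered from 190 (without unaffected elk ET9) to 772 (without unaffected elk ET13), around 321 with all 29 elk. Elk ET13 is listed as a female but carried reads over most of the male-specific windows of chromosome Y. Of the windows tested, 15064 (9.61%) in Rocky Mountain females and 30314 (15.6%) in Roosevelt females had p < 0.05. The paper reasons that the higher number of TAHD-positive Roosevelt females made the comparison more sensitive.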

Few DMRs were found to be in common between the Roosevelt and Rocky Mountain females (S6 Table) at a significance level of p < 1 × 10^−4^. It is possible that more overlap could have been detected if more TAHD-positive animals had been present in the Rocky Mountain female group, increasing the sensitivity of the DMR detection. 

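Whether the change with TAHD differed between the ecotypes was tested in 1 model of all 48 females over the 148617 windows tested in both comparisons. No window had an FDR under 0.05 for the difference by edgeR's quasi-likelihood test, with a smallest FDR of 0.951, and no other tool was run on this model. At an unadjusted p under 0.05 there were 7162 windows (4.82%). Across these windows the log2 fold changes of the 2 ecotypes had a Spearman correlation of 0.337, where windows are not independent replicates.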

Further studies will be needed to test this hypothesis.

In Roosevelt females with the most robust epigenetic signature, several DMRs were close to genes known to be associated with bacterial infection responses (IL16, CD44, TGFB1, etc. See Fig. 9). This is consistent with the idea that epigenetic changes can occur due to factors such as infection, and these epigenetic changes can then help regulate gene expression to respond to these infections^16^. However, it should be kept in mind that a DMR in proximity to a gene does not necessarily regulate that gene’s expression. It should also be kept in mind that those DMRs not in proximity to a gene may still regulate distant genes through mechanisms such as non-coding RNA expression or changes to chromatin structure^9,17,18^. 

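The window at IL16 lay inside the gene, on chromosome 17 at 41139001 to 41140000, within gene coordinates 41109047 to 41221595. Its CPM was 1.44 ± 0.442 (SD, n = 15) in TAHD-positive and 0.845 ± 0.282 (SD, n = 14) in unaffected Roosevelt females, and 11 of 15 TAHD-positive elk lay above every unaffected elk. The log2 fold change was 0.74 (standard error 0.19, p = 2.5e-04 and FDR 0.0702 from edgeR's quasi-likelihood test, and p = 4.6e-05 from the exact test). With each elk left out in turn it stayed between 0.68 and 0.82. The window at TGFB1, on chromosome 18 at 22461001 to 22462000 and inside the gene (22453311 to 22469216), was lower in TAHD-positive elk, at 0.785 ± 0.385 against 1.38 ± 0.333 CPM. Its log2 fold change was -0.71 (standard error 0.19, p = 6.0e-04, FDR 0.0823), and 8 of 15 TAHD-positive elk lay below every unaffected elk. No row of the copy of Table S3 used here names CD44. CD44 lies on chromosome 11 at 60258943 to 60347934, and the nearest DMR of the exact test in Roosevelt females was 7538943 bp away. The paper sets DMRs close to such genes beside the idea that infection can lead to epigenetic changes, which can then help regulate gene expression, and it adds that a DMR close to a gene does not necessarily regulate that gene.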

Much is still unknown about the specific actions of epigenetic changes, especially in species where the genome is not well characterized.

Other studies have shown that epigenetic changes are systemic, such as the ability to detect human susceptibility to female rheumatoid arthritis or preterm birth using buccal cells^19,20^. Analyzed tendon samples were collected proximal to hoof lesions and did not exhibit pathological changes, so observed epigenetic changes likely reflected systemic changes. Full postmortem examinations were not possible for elk used in this study because only lower limbs were submitted. However, although data from complete postmortem examinations of elk with TAHD is limited, other than hoof lesions, no consistent pathologic changes have been reported^2,4^. Therefore, systemic epigenetic changes appear to occur in the absence of observed systemic pathology.

The question arises as to whether the epigenetic changes seen in TAHD-positive elk are a cause of or an effect of infection. That is to say, are elk with certain systemic patterns of DNA methylation more susceptible to infection leading to TAHD? Or, does the presence of TAHD lead to systemic changes in DNA methylation that are reflected in the tendon samples analyzed? In either case, the presence of a TAHD-associated epigenetic signature might be useful. If an epigenetic signature indicates susceptibility to developing TAHD, then detection of this signature may be used as a conservation tool to investigate risk factors that may have led to this increased susceptibility or to focus mitigation efforts on certain populations. Conversely, if specific changes in DNA methylation are a response to infection, then detection of this signature could perhaps be used to identify individuals in the early stages of disease. Epigenetic changes in response to disease may also explain other TAHD-associated changes, such as asymmetrical antlers. DNA methylation patterns are unique in regenerative antler tissue^21^ and systemic epigenetic alternations might influence antler growth. Since the abnormal antler growth is associated with TAHD, the systemic epigenetic impacts could explain the molecular mechanisms involved.

Exposure to environmental factors can lead to heritable changes in epigenetics^9^. Germ line mediated epigenetic transgenerational inheritance has been observed in many species, from rats to plants to *Caenorhabditis elegans* roundworms^22–24^. Therefore, it is possible that epigenetically inherited DNA methylation changes are pre-disposing some elk to acquiring TAHD. Future studies of parents and offspring, combining pathology and epigenetic analyses, will be needed to investigate this possibility.

The results of the current study provide the proof of concept that systemic epigenetic changes are associated with TAHD in elk. In order for epigenetic analysis to become a usable tool in conservation biology, a less invasive sample than a leg tendon would have to be used. Epithelial cells from buccal swabs, or perhaps fecal samples depleted of bacterial DNA, are possibilities for further studies in live elk. The fact that tendon samples showed epigenetic changes in the presence of TAHD, and that the tendon at that position was not a part of the hoof where TAHD pathological changes were present, indicates that these epigenetic changes are systemic and should be detectable in a non-invasive sample. It is recommended that further studies use non-invasive samples having larger sample sizes with more samples from TAHD-positive animals. The goal will be discovering robust epigenetic signatures in both males and females across ecotypes. Future investigations might be expanded to also perform prospective studies to see if healthy elk with a TAHD-associated epigenetic signature are at higher risk of developing TAHD.

In conclusion, epigenetic changes in the form of DMRs were found to be associated with TAHD, especially in female Roosevelt elk. In the future, epigenetic analysis of non-invasive samples could be a valuable tool for investigating and managing TAHD in elk populations.

## Methods

### Sample collection

Lower limbs from TAHD-suspect and apparently normal elk and associated metadata were solicited from state, federal, and tribal collaborators for TAHD surveillance conducted during 2018–2020 as described by Wild et al.^3^. Elk were harvested, culled for management purposes, or found recently deceased. As such, the study was exempt from review by an Institutional Animal Care and Use Committee. Ecotype was inferred from location of collection. Age class of elk was assigned as adult (> 2 years old) or juvenile (< 2 years old).

Frozen lower limbs (−20) were submitted to the Washington Disease Diagnostic Laboratory (WADDL) for TAHD diagnosis and sample collection. Feet were thawed, grossly examined, and sampled under the direction of a board-certified veterinary pathologist. Tissue samples used to determine TAHD status were placed in formalin and processed for histologic examination with H&E and Warthin-Starry silver stains^3^. Cases that exhibited characteristic gross lesions with inflammation and spirochetes on histologic examination were diagnosed as TAHD positive^2^. An approximately 1 cm section of the superficial or deep flexor tendon at about the level of the fetlock was collected from one foot from each elk for epigenetic analysis. Tendon appeared grossly normal, S1 Fig, and was collected proximal to the location of TAHD lesions. The sample was placed in AllProtect Tissue Reagent™ (Qiagen, Germantown, Maryland) storage solution and frozen at −80 until use.

### DNA preparation

Frozen elk tendon samples were thawed for analysis. Genomic DNA from tendon samples was prepared as follows: DNA was isolated from tendon samples by cutting a 2 mm $$\times $$ 2 mm $$\times $$ 2 mm cube of tendon and rinsing twice in 1 ml PBS followed by centrifugation at 13,000 g for 1 min to remove the Allprotect Tissue Reagent™. Each sample was minced and incubated with 1 mg/ml collagenase I in 1 ml PBS at 37C with rotation overnight. Samples were then processed using the DNeasy Blood and Tissue Kit™ (Qiagen) to extract DNA, following the manufacturer’s protocols. DNA concentration was measured using the Nanodrop (Thermo Fisher, Waltham, MA).

### Methylated DNA Immunoprecipitation (MeDIP)

Methylated DNA Immunoprecipitation (MeDIP) with genomic DNA was performed as follows: individual DNA samples (2–4 ug of total DNA) were diluted to 130 μl with 1 × Tris–EDTA (TE, 10 mM Tris, 1 mM EDTA) and sonicated with the Covaris M220 using the 300 bp setting. Fragment size was verified on a 2% E-gel agarose gel. The sonicated DNA was transferred from the Covaris tube to a 1.7 ml microfuge tube, and the volume was measured. The sonicated DNA was then diluted with TE buffer (10 mM Tris HCl, pH7.5; 1 mM EDTA) to 400 μl, heat-denatured for 10 min at 95 °C, then immediately cooled on ice for 10 min. Then 100 μl of 5X IP buffer and 5 μg of antibody (monoclonal mouse anti 5-methyl cytidine; Diagenode #C15200006) were added to the denatured sonicated DNA. The DNA-antibody mixture was incubated overnight on a rotator at 4 °C. The following day magnetic beads (Dynabeads M-280 Sheep anti-Mouse IgG; 11201D) were pre-washed as follows: beads were resuspended in the vial, then the appropriate volume (50 μl per sample) was transferred to a microfuge tube. The same volume of Washing Buffer (at least 1 mL 1XPBS with 0.1% BSA and 2 mM EDTA) was added and the bead sample was resuspended. The tube was then placed into a magnetic rack for 1–2 min and the supernatant was discarded. The tube was removed from the magnetic rack and the beads were washed once. The washed beads were resuspended in the same volume of 1xIP buffer (50 mM sodium phosphate ph7.0, 700 mM NaCl, 0.25% TritonX-100) as the initial volume of beads. 50 μl of beads were added to the 500 μl of DNA-antibody mixture from the overnight incubation, then incubated for 2 h on a rotator at 4 °C. After the incubation, the bead-antibody-DNA complex was washed three times with 1X IP buffer as follows: the tube was placed into a magnetic rack for 1–2 min and the supernatant was discarded, then the magnetic bead antibody pellet was washed with 1xIP buffer 3 times. The washed bead antibody DNA pellet was then resuspended in 250 μl digestion buffer with 3.5 μl Proteinase K (20 mg/ml). The sample was incubated for 2–3 h on a rotator at 55 °C, then 250 μl of buffered Phenol–Chloroform-Isoamyl alcohol solution was added to the sample, and the tube was vortexed for 30 s and then centrifuged at 14,000 rpm for 5 min at room temperature. The aqueous supernatant was carefully removed and transferred to a fresh microfuge tube. Then 250 μl chloroform were added to the supernatant from the previous step, vortexed for 30 s and centrifuged at 14,000 rpm for 5 min at room temperature. The aqueous supernatant was removed and transferred to a fresh microfuge tube. To the supernatant 2 μl of glycoblue (20 mg/ml), 20 μl of 5 M NaCl, and 500 μl ethanol were added and mixed well, then precipitated in −20 °C freezer for 1 h to overnight. The precipitate was centrifuged at 14,000 rpm for 20 min at 4 °C and the supernatant was removed, while not disturbing the pellet. The pellet was washed with 500 μl cold 70% ethanol in −20 °C freezer for 15 min then centrifuged again at 14,000 rpm for 5 min at 4 °C and the supernatant was discarded. The tube was spun again briefly to collect residual ethanol to the bottom of the tube and as much liquid as possible was removed with gel loading tip. The pellet was air-dried at room temperature until it looked dry (about 5 min) then resuspended in 20 μl H2O or TE. DNA concentration was measured in Qubit (Life Technologies) with ssDNA kit (Molecular Probes Q10212).

### MeDIP-seq analysis

The MeDIP DNA samples (50 ng of each) were used to create libraries for next generation sequencing (NGS) using the NEBNext Ultra 11 RNA Library Prep Kit for Illumina (San Diego, CA) starting at step 1.4 of the manufacturer’s protocol to generate double stranded DNA. After this step the manufacturer’s protocol was followed. Each sample received a separate index primer. NGS was performed at Washington State University Spokane Genomics Core using the Illumina HiSeq 2500 with a PE50 application, with a read size of approximately 50 bp and approximately 13–34 million reads per sample, and 10–11 sample libraries each were run in one lane.

### Molecular bioinformatics and statistics

Basic read quality was verified using information produced by the FastQC program (FastQC: a quality control tool for high throughput sequence data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reads were filtered and trimmed to remove low quality base pairs using Trimmomatic^25^. The reads for each sample were mapped to the GCF 019320065.1 elk genome^26^ using Bowtie2^27^ with default parameter options. The mapped read files were then converted to sorted BAM files using SAMtools^28^. To identify DMR, the reference genome was broken into 1000 bp windows. The MEDIPS R package^29^ was used to calculate differential coverage between control and exposure sample groups. The edgeR p-value^30^ was used to determine the relative difference between the two groups for each genomic window. Windows with an edgeR p-value less than 10^−4^ were considered DMRs. The DMR edges were extended until no genomic window with an edgeR p-value less than 0.1 remained within 1000 bp of the DMR. CpG density and other information was then calculated for the DMR based on the reference genome. DMR were annotated using the NCBI provided annotations. The genes that overlapped with DMR were then input into the KEGG pathway search^15,31^ to identify associated pathways. The DMR associated genes were then sorted into functional groups by reducing Panther^32^ protein classifications into more general categories. A Pathway Studio™ (Elsevier, Inc.) database and network tool was used to assess physiological and disease process gene correlations. All MeDIP-Seq genomic data obtained in the current study have been deposited in the NCBI public GEO database (GEO #: GSE240728).

### Ethical approval

The tissues were provided by state, tribal, and federal wildlife agencies from normal wildlife management agency activities, and submitted to Washington State University for diagnostic testing. Therefore, no live animal activities were involved in the study, but only tissue use and analysis. The Animal Care and Use Committee found this as exempt from any review and determined as exempt status. All methods were carried out in accordance with relevant guidelines and regulations. All methods are reported in accordance with ARRIVE guidelines.

### Supplementary Information

Supplementary Information.

## Data Availability

All molecular data has been deposited into the public database at NCBI https://www.ncbi.nlm.nih.gov/geo/ (GEO # GSE240728) and R code computational tools are available at GitHub (https://github.com/skinnerlab/MeDIP-seq) and https://skinner.wsu.edu/genomic-data-and-r-code-files/. All computational tools can be uploaded for independent use.

## Abbreviations

TAHD: Treponeme-associated hoof disease
DMRs: Differential DNA methylation regions
MeDIP: Methylated DNA immunoprecipitation
PCA: Principal components analysis

# Supplementary material for: Systemic epigenome-wide association study of elk treponeme-associated hoof disease
**Source:** Sci Rep. 2023 Sep 16;13:15378. doi: 10.1038/s41598-023-42546-8
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary Figure Legends

**Supplemental Figure S1.** Elk Tendon Histology. Portions of tendon samples submitted for epigenetic analysis were transferred from AllProtect Tissue Reagent™ to Bouin's solution to fix overnight, then washed three times in 70% ethanol, then sectioned and hematoxylin and eosin stained using standard protocols. **(A)** Microscopic image captured using 10x objective lens. **(B)** Enlarged area bounded by black box in A. Light areas are artifacts of shattering of the tissue section during sectioning.

**Supplemental Table S1.** Sample Information. Columns indicate: State = State of origin of the sample (WA = Washington; SD = South Dakota; ID = Idaho; OR = Oregon; CA = California). Ecotype ROMO = Rocky Mountain elk; ROOS = Roosevelt elk. Sex F = Female; M = Male. Age A = Adult ( $\geq 2$  years old); J = Juvenile ( $< 2$  years old). TAHD = Histologically confirmed diagnosis of treponeme-associated hoof disease, NEG = TAHD not detected; POS = TAHD positive. Grade = Hoof lesion grade based on a scoring system previously reported <sup>2</sup>. Higher scores represent increasing severity of lesions, e.g., 0 = TAHD lesions not present and 4 = sloughed hoof capsule.

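Table S2 lists 251 DMRs, and the exact test of the deposited counts in 5 TAHD-positive and 14 unaffected Rocky Mountain females gave the same number. CpG number and density were taken by the authors from the genome sequence of each DMR. The maximum log fold change has the sign of unaffected over TAHD-positive elk, so a negative value stands for more signal in TAHD-positive elk.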

**Supplemental Table S2.** Rocky Mountain Female Elk DMR  $p < 1e-04$ . DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

**Supplemental Table S3.** Roosevelt Female Elk DMR  $p < 1e-04$ . DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

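The copy of Table S3 used here holds 568 rows, while the same joining rule applied to the exact test of the deposited counts gave 570 Roosevelt female DMRs. The gene annotation column names genes on or close to a DMR, and the category column sorts them by the function of their product. A category therefore describes the neighboring gene and not the methylation change.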

**Supplemental Table S4.** Rocky Mountain Male Elk DMR  $p < 1e-04$ . DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

**Supplemental Table S5.** Roosevelt Male Elk DMR Table  $p < 1e-04$ . DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

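With 6 TAHD-positive and 10 unaffected Roosevelt males behind Table S5, the p-values of its DMRs are unadjusted, and the highest FDR among them by the exact test was 0.506, with 1 of the 11 under 0.05. In Table S4, from 3 TAHD-positive and 12 unaffected Rocky Mountain males, the highest FDR by the exact test was 0.668 and none of the 9 DMRs was under 0.05.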

**Supplemental Table S6.** Overlaps between Rocky Mountain and Roosevelt Female Elk DMRs at  $p < 1e-04$ . DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

**Supplemental Table S7.** DMR Associated Genes and Names. Gene symbol and name listed.

Supplemental Figure S1

Elk Tendon Histology

A

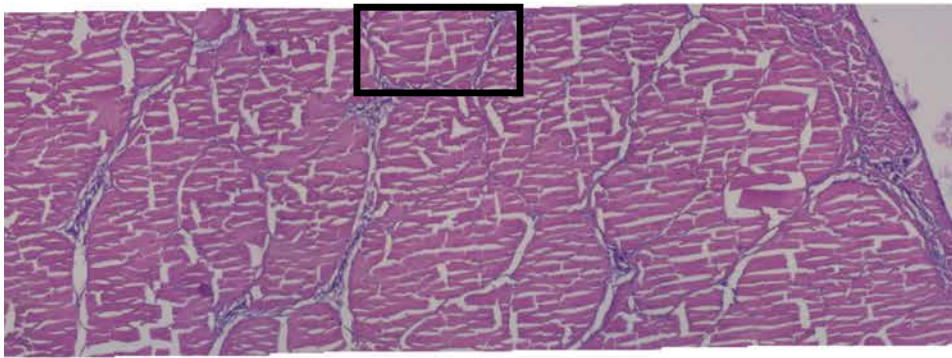

B

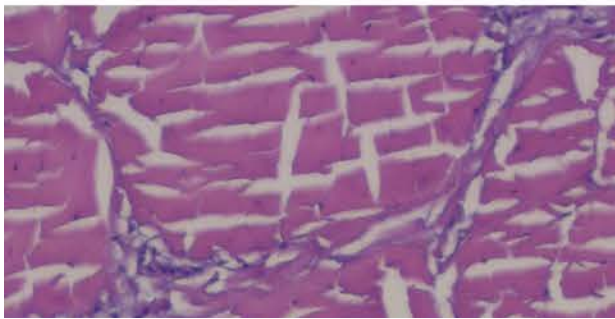

**Supplemental Figure S1.** Elk Tendon Histology. Portions of tendon samples submitted for epigenetic analysis were transferred from AllProtect Tissue Reagent™ to Bouin's solution to fix overnight, then washed three times in 70% ethanol, then sectioned and hematoxylin and eosin stained using standard protocols. **(A)** Microscopic image captured using 10x objective lens. **(B)** Enlarged area bounded by black box in A. Light areas are artifacts of shattering of the tissue section during sectioning.

**Supplemental Table S1**  
**Elk Combined Metadata with Grades**

| Lid  | Sid    | Ssid       | State | Ecotype | Sex | Age | Tahd | Grade |
|------|--------|------------|-------|---------|-----|-----|------|-------|
| ET51 | RM-F1  | WA-066     | WA    | ROMO    | F   | A   | NEG  | 0     |
| ET52 | RM-F2  | WA-105     | WA    | ROMO    | F   | A   | NEG  | 0     |
| ET53 | RM-F3  | WA-069     | WA    | ROMO    | F   | A   | NEG  | 0     |
| ET54 | RM-F4  | SD-08      | SD    | ROMO    | F   | A   | NEG  | 0     |
| ET55 | RM-F5  | WA20-H6    | WA    | ROMO    | F   | A   | NEG  | 0     |
| ET56 | RM-F6  | SD-04      | SD    | ROMO    | F   | A   | NEG  | 0     |
| ET57 | RM-F7  | SD-05      | SD    | ROMO    | F   | A   | NEG  | 0     |
| ET58 | RM-F8  | SD-13      | SD    | ROMO    | F   | A   | NEG  | 0     |
| ET59 | RM-F9  | SD-14      | SD    | ROMO    | F   | A   | NEG  | 0     |
| ET60 | RM-F10 | SD-15      | SD    | ROMO    | F   | A   | NEG  | 0     |
| ET61 | RM-F11 | SD-16      | SD    | ROMO    | F   | A   | NEG  | 0     |
| ET62 | RM-F12 | SD-17      | SD    | ROMO    | F   | A   | NEG  | 0     |
| ET63 | RM-F13 | SD-19      | SD    | ROMO    | F   | A   | NEG  | 0     |
| ET64 | RM-F14 | SD-18      | SD    | ROMO    | F   | J   | NEG  | 0     |
| ET65 | RM-F15 | ID-01      | ID    | ROMO    | F   | A   | POS  | 3     |
| ET66 | RM-F16 | ID-15      | ID    | ROMO    | F   | A   | POS  | 4     |
| ET67 | RM-F17 | WA20-CM50  | WA    | ROMO    | F   | A   | POS  | 4     |
| ET68 | RM-F18 | ID-13      | ID    | ROMO    | F   | A   | POS  | 2     |
| ET69 | RM-F19 | ID-10      | ID    | ROMO    | F   | J   | POS  | 1     |
| ET71 | RM-M1  | ID-018     | ID    | ROMO    | M   | A   | NEG  | 0     |
| ET73 | RM-M3  | WA-067     | WA    | ROMO    | M   | A   | NEG  | 0     |
| ET75 | RM-M6  | SD-06      | SD    | ROMO    | M   | A   | NEG  | 0     |
| ET76 | RM-M7  | SD-02      | SD    | ROMO    | M   | A   | NEG  | 0     |
| ET77 | RM-M8  | ID-025     | ID    | ROMO    | M   | A   | NEG  | 0     |
| ET78 | RM-M9  | ID-026     | ID    | ROMO    | M   | A   | NEG  | 0     |
| ET79 | RM-M10 | SD-12      | SD    | ROMO    | M   | A   | NEG  | 0     |
| ET80 | RM-M11 | SD-10      | SD    | ROMO    | M   | A   | NEG  | 0     |
| ET81 | RM-M12 | SD-09      | SD    | ROMO    | M   | A   | NEG  | 0     |
| ET82 | RM-M13 | SD-11      | SD    | ROMO    | M   | A   | NEG  | 0     |
| ET83 | RM-M14 | WA20-H5    | WA    | ROMO    | M   | J   | NEG  | 0     |
| ET84 | RM-M16 | ID-06      | ID    | ROMO    | M   | A   | POS  | 3     |
| ET85 | RM-M17 | ID-11      | ID    | ROMO    | M   | A   | POS  | 2     |
| ET86 | RM-M18 | ID-08      | ID    | ROMO    | M   | A   | POS  | 3     |
| ET87 | RM-M19 | WA20-CM54  | WA    | ROMO    | M   | J   | NEG  | 0     |
| ET1  | RO-F1  | OR-029     | OR    | ROOS    | F   | A   | NEG  | 0     |
| ET2  | RO-F2  | CA2020-160 | CA    | ROOS    | F   | A   | NEG  | 0     |
| ET3  | RO-F3  | CA2020-168 | CA    | ROOS    | F   | A   | NEG  | 0     |
| ET4  | RO-F4  | CA2020-173 | CA    | ROOS    | F   | A   | NEG  | 0     |
| ET5  | RO-F5  | CA2020-002 | CA    | ROOS    | F   | A   | NEG  | 0     |
| ET7  | RO-F7  | WA18-1808  | WA    | ROOS    | F   | U   | NEG  | 0     |
| ET8  | RO-F8  | WA18-1811  | WA    | ROOS    | F   | U   | NEG  | 0     |
| ET9  | RO-F10 | WA18-1844  | WA    | ROOS    | F   | U   | NEG  | 0     |

|      |        |            |    |      |   |   |     |   |
|------|--------|------------|----|------|---|---|-----|---|
| ET10 | RO-F12 | WA18-1847  | WA | ROOS | F | U | NEG | 0 |
| ET11 | RO-F13 | WA18-1855  | WA | ROOS | F | U | NEG | 0 |
| ET12 | RO-F14 | WA18-1862  | WA | ROOS | F | U | NEG | 0 |
| ET13 | RO-F15 | WA18-1863  | WA | ROOS | F | U | NEG | 0 |
| ET14 | RO-F16 | CA-04      | CA | ROOS | F | A | POS | 4 |
| ET15 | RO-F17 | CA-05      | CA | ROOS | F | A | POS | 1 |
| ET16 | RO-F18 | OR-023     | OR | ROOS | F | A | POS | 1 |
| ET17 | RO-F19 | OR-024     | OR | ROOS | F | A | POS | 4 |
| ET18 | RO-F20 | OR-025     | OR | ROOS | F | A | POS | 3 |
| ET19 | RO-F21 | OR-026     | OR | ROOS | F | A | POS | 2 |
| ET20 | RO-F22 | OR-028     | OR | ROOS | F | A | POS | 3 |
| ET21 | RO-F23 | WA20-CM102 | WA | ROOS | F | A | POS | 4 |
| ET22 | RO-F24 | WA20-CM7   | WA | ROOS | F | A | POS | 3 |
| ET24 | RO-F26 | WA20-CM110 | WA | ROOS | F | A | POS | 3 |
| ET25 | RO-F27 | WA20-CM48  | WA | ROOS | F | A | POS | 2 |
| ET26 | RO-F28 | WA20-CM109 | WA | ROOS | F | J | POS | 3 |
| ET27 | RO-F29 | CA-02      | CA | ROOS | F | U | POS | 3 |
| ET28 | RO-F30 | WA18-1806  | WA | ROOS | F | U | NEG | 0 |
| ET29 | RO-F31 | WA18-1812  | WA | ROOS | F | U | POS | 4 |
| ET30 | RO-F32 | WA18-1838  | WA | ROOS | F | U | NEG | 0 |
| ET33 | RO-F35 | WA20-CM113 | WA | ROOS | F | J | POS | 2 |
| ET34 | RO-M1  | CA-06      | CA | ROOS | M | A | NEG | 0 |
| ET35 | RO-M2  | WA-124     | WA | ROOS | M | A | NEG | 0 |
| ET36 | RO-M3  | CA-11      | CA | ROOS | M | A | NEG | 0 |
| ET37 | RO-M4  | CA-12      | CA | ROOS | M | A | NEG | 0 |
| ET38 | RO-M5  | CA-13      | CA | ROOS | M | A | NEG | 0 |
| ET39 | RO-M6  | CA-14      | CA | ROOS | M | A | NEG | 0 |
| ET40 | RO-M7  | CA-15      | CA | ROOS | M | A | NEG | 0 |
| ET41 | RO-M8  | WA20-CM105 | WA | ROOS | M | A | POS | 3 |
| ET42 | RO-M9  | WA20-CM49  | WA | ROOS | M | A | POS | 4 |
| ET43 | RO-M10 | WA20-CM111 | WA | ROOS | M | A | NEG | 0 |
| ET44 | RO-M11 | WA20-CM104 | WA | ROOS | M | A | POS | 4 |
| ET45 | RO-M12 | CA-01      | CA | ROOS | M | U | POS | 4 |
| ET46 | RO-M13 | WA18-1801  | WA | ROOS | M | U | POS | 3 |
| ET47 | RO-M14 | WA18-1814  | WA | ROOS | M | U | NEG | 0 |
| ET48 | RO-M15 | WA18-1815  | WA | ROOS | M | U | POS | 2 |
| ET49 | RO-M16 | WA18-1820  | WA | ROOS | M | U | NEG | 0 |

**Supplemental Table S1.** Sample Information. Columns indicate: State = State of origin of the sample (WA = Washington; SD = South Dakota; ID = Idaho; OR = Oregon; CA = California). Ecotype ROMO = Rocky Mountain elk; ROOS = Roosevelt elk Sex F = Female; M = Male. Age A = Adult ( $\geq 2$  years old); J = Juvenile ( $< 2$  years old). TAHD = Histologically confirmed diagnosis of treponeme-associated hoof disease, NEG = TAHD not detected; POS = TAHD positive. Grade = Hoof lesion grade based on a scoring system previously reported (2). Higher scores represent increasing severity of lesions, e.g., 0 = TAHD lesions not present and 4 = sloughed hoof capsule.

**Supplemental Table S2**  
**Rocky Mountain Female DMR p<1e-04**

**Supplemental Table S2.** Rocky Mountain Female Elk DMR  $p < 1e-04$ . DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

**Supplemental Table S3**  
**Roosevelt Female DMR p<1e-04**

|             |   |           |           |      |   |          |          |        |    |      |                           |  |
|-------------|---|-----------|-----------|------|---|----------|----------|--------|----|------|---------------------------|--|
| X:125052001 | X | 125052001 | 125054000 | 2000 | 1 | 2.29E-08 | 1.49E-03 | -1.037 | 9  | 0.45 |                           |  |
| X:125612001 | X | 125612001 | 125613000 | 1000 | 1 | 3.70E-05 | 2.42E-02 | -0.882 | 2  | 0.2  |                           |  |
| X:125963001 | X | 125963001 | 125965000 | 2000 | 1 | 2.75E-05 | 2.20E-02 | -0.784 | 12 | 0.6  | LOC122435727              |  |
| X:126104001 | X | 126104001 | 126105000 | 1000 | 1 | 1.72E-05 | 1.85E-02 | -0.901 | 6  | 0.6  |                           |  |
| X:129705001 | X | 129705001 | 129707000 | 2000 | 1 | 8.18E-05 | 3.13E-02 | -0.752 | 11 | 0.55 | LOC122436007;LOC122435205 |  |
| X:131964001 | X | 131964001 | 131966000 | 2000 | 1 | 4.74E-05 | 2.66E-02 | -0.667 | 23 | 1.15 | TENM1                     |  |
| X:135415001 | X | 135415001 | 135417000 | 2000 | 2 | 2.95E-06 | 8.54E-03 | -0.996 | 9  | 0.45 |                           |  |
| X:139249001 | X | 139249001 | 139253000 | 4000 | 1 | 8.31E-05 | 3.13E-02 | -0.886 | 35 | 0.88 |                           |  |
| X:143460001 | X | 143460001 | 143461000 | 1000 | 1 | 4.94E-05 | 2.66E-02 | -0.802 | 9  | 0.9  | LOC122435314              |  |
| X:144041001 | X | 144041001 | 144042000 | 1000 | 1 | 2.04E-05 | 2.01E-02 | -0.715 | 0  | 0    | LOC122435077              |  |
| X:144170001 | X | 144170001 | 144171000 | 1000 | 1 | 1.42E-05 | 1.76E-02 | -0.733 | 7  | 0.7  |                           |  |
| X:145031001 | X | 145031001 | 145032000 | 1000 | 1 | 1.63E-07 | 3.16E-03 | -1.14  | 4  | 0.4  |                           |  |
| Y:413001    | Y | 413001    | 415000    | 2000 | 1 | 5.35E-05 | 2.71E-02 | -1.161 | 11 | 0.55 |                           |  |

**Supplemental Table S3.** Roosevelt Female Elk DMR  $p < 1e-04$ . DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

Supplemental Table S4  
 Rocky Mountain Male DMR p<1e-04

| DMR Name    | Chr | Start    | Stop     | Length | # Sig Win | minP     | minFDR   | maxLFC | CpG #/ 1Kb | CpG Density/ 100 bp | Gene Annotation           | Gene Category |
|-------------|-----|----------|----------|--------|-----------|----------|----------|--------|------------|---------------------|---------------------------|---------------|
| 1:8352001   | 1   | 8352001  | 8353000  | 1000   | 1         | 3.21E-05 | 4.84E-01 | -1.475 | 33         | 3.3                 |                           |               |
| 6:21556001  | 6   | 21556001 | 21557000 | 1000   | 1         | 4.53E-05 | 5.02E-01 | 1.716  | 13         | 1.3                 | LOC122443251;LOC122444185 |               |
| 7:31329001  | 7   | 31329001 | 31330000 | 1000   | 1         | 3.09E-05 | 4.84E-01 | 1.683  | 11         | 1.1                 | TBC1D5                    | Signaling     |
| 13:27626001 | 13  | 27626001 | 27627000 | 1000   | 1         | 6.80E-05 | 5.77E-01 | -1.305 | 27         | 2.7                 | FHAD1                     |               |
| 14:66992001 | 14  | 66992001 | 66998000 | 6000   | 1         | 3.34E-05 | 4.84E-01 | 2.266  | 146        | 2.43                |                           |               |
| 14:67000001 | 14  | 67000001 | 67013000 | 13000  | 4         | 9.40E-06 | 4.84E-01 | 2.7    | 270        | 2.08                |                           |               |
| 15:71008001 | 15  | 71008001 | 71009000 | 1000   | 1         | 9.45E-05 | 6.68E-01 | -1.09  | 38         | 3.8                 |                           |               |
| 17:48851001 | 17  | 48851001 | 48853000 | 2000   | 1         | 3.43E-05 | 4.84E-01 | 2.208  | 19         | 0.95                | NTRK3                     | Receptor      |
| 27:51109001 | 27  | 51109001 | 51111000 | 2000   | 1         | 6.11E-05 | 5.75E-01 | -2.188 | 35         | 1.75                |                           |               |

Supplemental Table S4. Rocky Mountain Male Elk DMR p<1e-04. DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

## Supplemental Table S5

### Roosevelt Male DMR Table $p < 1e-04$

| DMR Name    | Chr | Start    | Stop     | Length | # Sig Win | minP     | minFDR   | CpG #/<br>1Kb | CpG<br>Density/<br>100 bp | CpG<br>Density | Gene<br>Annotation | Gene<br>Category |
|-------------|-----|----------|----------|--------|-----------|----------|----------|---------------|---------------------------|----------------|--------------------|------------------|
| 5:78321001  | 5   | 78321001 | 78322000 | 1000   | 1         | 3.79E-05 | 4.20E-01 | -1.087        | 24                        | 2.4            |                    |                  |
| 6:4750001   | 6   | 4750001  | 4751000  | 1000   | 1         | 4.23E-05 | 4.20E-01 | 1.214         | 16                        | 1.6            |                    |                  |
| 8:11801001  | 8   | 11801001 | 11802000 | 1000   | 1         | 3.78E-08 | 3.89E-03 | -3.722        | 21                        | 2.1            | LOC122445883       |                  |
| 14:69599001 | 14  | 69599001 | 69607000 | 8000   | 2         | 4.92E-05 | 4.20E-01 | 1.871         | 214                       | 2.67           |                    |                  |
| 14:69608001 | 14  | 69608001 | 69620000 | 12000  | 6         | 2.74E-06 | 1.41E-01 | 2.175         | 308                       | 2.57           |                    |                  |
| 14:69661001 | 14  | 69661001 | 69668000 | 7000   | 1         | 7.82E-05 | 5.03E-01 | 1.477         | 173                       | 2.47           |                    |                  |
| 14:70241001 | 14  | 70241001 | 70245000 | 4000   | 1         | 8.43E-05 | 5.06E-01 | 1.296         | 122                       | 3.05           |                    |                  |
| 14:70246001 | 14  | 70246001 | 70257000 | 11000  | 1         | 5.44E-05 | 4.20E-01 | 1.468         | 222                       | 2.02           |                    |                  |
| 26:11608001 | 26  | 11608001 | 11613000 | 5000   | 2         | 1.29E-05 | 2.22E-01 | -1.378        | 199                       | 3.98           |                    |                  |
| 26:11821001 | 26  | 11821001 | 11823000 | 2000   | 1         | 5.71E-05 | 4.20E-01 | -1.11         | 75                        | 3.75           |                    |                  |
| 26:13463001 | 26  | 13463001 | 13466000 | 3000   | 1         | 6.34E-05 | 4.35E-01 | -1.031        | 126                       | 4.2            |                    |                  |

**Supplemental Table S5.** Roosevelt Male Elk DMR Table  $p < 1e-04$ . DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

**Supplemental Table S6**  
**DMR Overlaps Rocky Mountain and Roosevelt Female DMR p<1e-04**

| DMR Name    | Chr | Start    | Stop     | Length | # Sig Win | minP     | minFDR   | maxLFC | CpG #/ 1Kb | CpG Density/ 100 bp | Gene Annotation                        | Gene Category |
|-------------|-----|----------|----------|--------|-----------|----------|----------|--------|------------|---------------------|----------------------------------------|---------------|
| 4:24930001  | 4   | 24930001 | 24931000 | 1000   | 1         | 5.43E-05 | 2.07E-02 | -0.904 | 5          | 0.5                 |                                        |               |
| 9:63404001  | 9   | 63404001 | 63406000 | 2000   | 1         | 2.74E-05 | 1.65E-02 | -1.353 | 13         | 0.65                |                                        |               |
| 14:68001001 | 14  | 68001001 | 68008000 | 7000   | 4         | 6.36E-08 | 1.25E-03 | -2.058 | 22         | 0.31                | LOC122453182                           |               |
| 20:22827001 | 20  | 22827001 | 22829000 | 2000   | 1         | 6.75E-05 | 2.32E-02 | -1.247 | 15         | 0.75                | LOC122422607                           |               |
| 25:30458001 | 25  | 30458001 | 30459000 | 1000   | 1         | 2.39E-05 | 1.54E-02 | -0.933 | 9          | 0.9                 | LOC122427759                           |               |
| 28:31388001 | 28  | 31388001 | 31391000 | 3000   | 1         | 9.38E-05 | 2.66E-02 | -1.045 | 29         | 0.97                | LOC122429464                           |               |
| X:97589001  | X   | 97589001 | 97602000 | 13000  | 1         | 3.46E-05 | 1.72E-02 | -1.198 | 88         | 0.68                | LOC122435661;LOC122435662              |               |
| X:99617001  | X   | 99617001 | 99620000 | 3000   | 2         | 5.13E-05 | 2.03E-02 | -1.284 | 20         | 0.67                | LOC122435824;LOC122435672;LOC122435863 |               |

**Supplemental Table S6.** Overlaps between Rocky Mountain and Roosevelt Female Elk DMRs at p<1e-04. DMR name, chromosome number, start nucleotide site, length (bp), p-value, maximum log fold change (LFC), CpG number and density, gene annotation, and gene category.

**Supplemental Table S7**  
**DMR Associated Genes and Names**

| Gene Symbol | Gene Name                                                    |
|-------------|--------------------------------------------------------------|
| ABAT        | 4-aminobutyrate aminotransferase                             |
| ABCB1       | ATP-binding cassette, sub-family B (MDR/TAP), member 1       |
| ACACA       | acetyl-CoA carboxylase alpha                                 |
| ACVR1       | activin A receptor, type I                                   |
| ADIPOQ      | adiponectin, C1Q and collagen domain containing              |
| ADK         | adenosine kinase                                             |
| ADM2        | adrenomedullin 2                                             |
| AKR1C1      | aldo-keto reductase family 1, member C2                      |
| AKT2        | AKT serine/threonine kinase 2                                |
| ANGPTL6     | angiopoietin-like 6                                          |
| B4GALNT1    | beta-1,4-N-acetyl-galactosaminyl transferase 1               |
| BID         | BH3 interacting domain death agonist                         |
| BRSK2       | BR serine/threonine kinase 2                                 |
| BUD31       | BUD31 homolog                                                |
| CACNA1H     | calcium channel, voltage-dependent, T type, alpha 1H subunit |
| CACNA2D3    | calcium channel, voltage-dependent, alpha 2/delta subunit 3  |
| CARD9       | caspase recruitment domain family, member 9                  |
| CD44        | CD44 molecule                                                |
| CDH2        | cadherin 2                                                   |
| CEL         | carboxyl ester lipase                                        |
| CFLAR       | CASP8 and FADD-like apoptosis regulator                      |
| CHRNA2      | cholinergic receptor, nicotinic, alpha 2 (neuronal)          |
| CHRNA5      | cholinergic receptor, nicotinic, alpha 5 (neuronal)          |
| CHRN2       | cholinergic receptor, nicotinic, beta 2 (neuronal)           |
| CNTN5       | contactin 5                                                  |
| CNTNAP2     | contactin associated protein-like 2                          |
| COL11A2     | collagen type XI alpha 2 chain                               |
| COMP        | cartilage oligomeric matrix protein                          |
| CPSF4       | cleavage and polyadenylation specific factor 4, 30kDa        |
| CRTC1       | CREB regulated transcription coactivator 1                   |
| CTBP1       | C-terminal binding protein 1                                 |
| CTBP1       | C-terminal binding protein 1                                 |
| DAB2        | disabled homolog 2, mitogen-responsive phosphoprotein        |
| DAGLA       | diacylglycerol lipase, alpha                                 |
| DCC         | deleted in colorectal carcinoma                              |
| DDX4        | DEAD (Asp-Glu-Ala-Asp) box polypeptide 4                     |
| DMD         | dystrophin                                                   |
| DNAH7       | dynein, axonemal, heavy chain 7                              |
| EHD2        | EH-domain containing 2                                       |
| EHMT1       | euchromatic histone-lysine N-methyltransferase 1             |
| EPHB1       | EPH receptor B1                                              |
| EPHB2       | EPH receptor B2                                              |
| F2          | coagulation factor II, thrombin                              |
| F2R         | coagulation factor II (thrombin) receptor                    |
| FFAR4       | free fatty acid receptor 4                                   |
| FRMD4A      | FERM domain containing 4A                                    |

|         |                                                                                         |
|---------|-----------------------------------------------------------------------------------------|
| RAC2    | ras-related C3 botulinum toxin substrate 2 (rho family, small GTP binding protein Rac2) |
| RACK1   | Receptor of activated protein kinase C 1                                                |
| RELA    | RELA proto-oncogene, NF-kB subunit                                                      |
| RET     | ret proto-oncogene                                                                      |
| RORC    | RAR-related orphan receptor C                                                           |
| RPL3    | ribosomal protein L3                                                                    |
| RPLP0   | ribosomal protein lateral stalk subunit P0                                              |
| RPS6KA6 | ribosomal protein S6 kinase, 90kDa, polypeptide 6                                       |
| SCN5A   | sodium channel, voltage-gated, type V, alpha subunit                                    |
| SEMA3D  | semaphorin 3D                                                                           |
| SHANK3  | SH3 and multiple ankyrin repeat domains 3                                               |
| SLC6A1  | solute carrier family 6 (neurotransmitter transporter), member 1                        |
| SLC6A2  | solute carrier family 6 member 2                                                        |
| TANGO2  | transport and golgi organization 2 homolog (Drosophila)                                 |
| TBC1D9  | TBC1 domain family, member 9 (with GRAM domain)                                         |
| TGFB1   | transforming growth factor, beta 1                                                      |
| TH      | tyrosine hydroxylase                                                                    |
| TOMM20  | translocase of outer mitochondrial membrane 20 homolog                                  |
| TSC2    | tuberous sclerosis 2                                                                    |
| TSPAN8  | tetraspanin 8                                                                           |
| TNNT2   | troponin T type 2 (cardiac)                                                             |
| USP25   | ubiquitin specific peptidase 25                                                         |
| WDFY3   | WD repeat and FYVE domain containing 3                                                  |
| WIPF1   | WAS/WASL interacting protein family, member 1                                           |

**Supplemental Table S7.** DMR Associated Genes and Names. Gene symbol and name listed.

How the deposited data were processed for this re-analysis (not part of the article)

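Tendon DNA of 79 free-ranging elk was assayed by MeDIP-seq, with 1 library listed per elk: 29 TAHD-positive and 50 unaffected elk, of which 48 were female and 31 male. Each elk was placed in its ecotype, sex and TAHD group by the supplemental sample table and the sample labels. Another 8 samples, whose labels exclude them or leave their status open and which that table does not list, were not used.

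The authors trimmed the reads with Trimmomatic, mapped them with Bowtie2 to the elk genome named in Methods, and used MEDIPS to count reads in windows of 1000 bp. The deposited counts are whole reads per window and library, without normalization. The deposited RPKM values are the authors' reads per kilobase of window and 1e6 reads of the library, rounded to 2 decimals. In units of 1e6 reads, their totals imply 2.47 to 23.1 per library. The authors' tables also give a mean count and mean RPKM per group as a signal of each group, a log2 fold change, a log2 mean abundance, a p-value and an adjusted p-value for each window. The deposited p-values are given only to windows whose counts sum to at least 10 per elk. The deposited log2 fold change is unaffected over TAHD-positive, and was turned around here. How duplicate reads, fragment extension and read pairs were handled is not given in the sources used here.

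Total counts per library ranged from 2887256 to 27489769 with a median of 15151942, and the second lowest was 8385799. Tested windows held 30.8% to 73.6% of a library's counts. A tested window held about 10 reads or more per elk on average, so that single windows rest on few reads, and both counting error and the spread between elk limit the precision. Intervals on counts cover counting error only.

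Each ecotype and sex was compared separately. The counts of the tested windows were normalized by TMM with the counts in tested windows as library size and tested with edgeR 4.0.16 (glmQLFit with robust = TRUE and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment over the windows tested. A DMR was a run of adjacent windows with p < 0.1 that held at least 1 window with p < 1e-04, after the rule in the paper's Methods. The exact test named in the text is edgeR's classic exact test with tagwise dispersion and TMM, and it returned the deposited p-values to within 1.3e-10, 7.9e-11, 3.2e-11 and 6.1e-10 in the Rocky Mountain female, Roosevelt female, Rocky Mountain male and Roosevelt male comparisons. DESeq2 1.42.0 was an alternative, and a window to which it gave no p was counted as not called. Values named CPM are counts per 1e6 counts after TMM normalization, given as mean ± SD over elk, and log2 fold changes come from the fitted model with their standard errors. Both tests were tested on simulated counts for the real windows and library sizes, with 200 windows changed by 2-fold or 3-fold. The simulated dispersion was the fitted trend, without dispersion particular to a window and without effects of efficiency or collection.

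Overlaps of DMRs were set against 1000 random placements of the same lengths on tested windows, matched in 10 groups of coverage. The PCA used the RPKM of windows in DMRs. Permutation tests called exact used all arrangements, as did correlations of up to 7 elk, and the others 100000 resamples. They were two-sided. CpG densities were the paper's, from its supplemental tables, since no genome sequence was used here. Of the table of Roosevelt female DMRs 568 rows were in hand, so no test was run on it. Gene positions came from the reference annotation of the same assembly, which gives genes but not exons, and a gene within 10 kb counted as near, a distance set after 0, 5 and 10 kb had been tried. The held-out position of an elk uses the 100 windows with the lowest p in a fit without it. It is the mean distance of the elk, as log2 of CPM plus 0.5, from the midpoint of the 2 group means of the other elk, scaled so that the group means lie at 1 and -1. Male-specific windows of chromosome Y had a median of 0 counts over the libraries labelled female and above 0 over those labelled male.

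The windows named in the text followed a rule: the genes of Fig. 9 through the DMRs that Table S3 pairs with them, the DMRs of Tables S4, S5 and S6, and the 3 windows with the lowest p in each female comparison. The values in the paper's tables had been seen when the rule was written. Alternatives covered the normalization, the test, the minimum count, the windows left out, covariates for state, collection code and share of counts in tested windows, adult elk only, each elk left out in turn, and other rules for joining and overlapping DMRs. Libraries of 1 group were compared in pairs by a chi-square of their counts. In 4 pairs of unaffected Rocky Mountain females it was under 1.5 per window, a limit set after the values had been seen. All libraries were kept, and the comparison was repeated with 1 library of each pair (the one with the higher total) and with the counts of each pair summed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the other steps, with data.table 1.17.8, limma 3.58.1 and edgeR in R. Offsets over the CpG number of windows, and functions and pathways of genes, were left out.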

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

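The tests on the counts of chromosome Y in this part were chosen after the result was seen. Values of single elk were compared with those of their group in 46 groups of 4 to 10 elk, and 3 elk stood apart from the others by Dixon's test. About 2.3 would do so by chance, so the number of such elk alone is no more than chance gives.

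Chromosome Y holds 4399 windows with a median of 0 counts over the libraries labelled female and a median above 0 over those labelled male. The paper does not report on these counts. In 47 of the 48 libraries labelled female they came to 10.3 to 31.2 CPM of the total count (median 18.5), and in 28 of the 31 labelled male to 1174 to 2801 (median 1618). Elk ET13, labelled as an unaffected Roosevelt female, had 2166 CPM on these windows, which is above the lowest male. In the other direction, elk ET35, an unaffected Roosevelt male, had 141 CPM, where the other 9 elk of its group had 1174 to 1939. Elk ET84, a TAHD-positive Rocky Mountain male, had 68.7 and elk ET87, an unaffected Rocky Mountain male, 65.2. Low depth was tested and is argued against: in all 3 libraries labelled male, the upper 95% limit of the count on these windows (448 in ET35, 896 in ET84 and 933 in ET87) lay under the count expected at the lowest rate of the other males (3389, 14296 and 15715). Reads from X or from repeats that were mapped to Y are also argued against for ET13, since 94.0% of the male-specific windows held a count in it, against 3.14% to 10.2% in the other females. The share was 15.8% in ET84 and 16.5% in ET87, between the females and the 71.1% to 99.2% of the other males. In ET35 it was 8.34%, but the share depends on depth, and with a total count of 2887256 this library was shallower than every female one (12375617 or more), so its share cannot be set against theirs. A sex recorded wrongly or a sample exchanged would place a library within the range of the other sex. By CPM, 1 of the 4, ET13, lies there. The other 3, at 65.2 to 141 CPM, lie between the sexes, above every other female and below every other male. By the share of counts on all of chromosome Y, ET35 (0.0858%) and ET87 (0.0789%) lie among the other females (0.0489% to 0.0996%). ET84 (0.106%) lies just above those females, and the other males have 0.213% or more. A wrong sex or an exchanged sample therefore stays open for ET13 and was not settled for the others. A mixture of DNA from 2 elk was not tested. No biological explanation was tested. Without ET13 the Roosevelt females had 772 DMRs and 3892 windows at an FDR under 0.05, against 321 and 191 with it. The Rocky Mountain males had 8 DMRs without ET84 and ET87, against 2 with them, and the Roosevelt males 4 DMRs without ET35, against 3.

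At 4750001 to 4751000 on chromosome 6, a DMR of the paper's Table S5, the unaffected Roosevelt male ET39 had 3.06 CPM, while the other 9 unaffected elk had 1.23 to 2.04. Counts at this window ranged from 2 to 24 per elk, so the value rests on few reads. The elk lies farther from the TAHD-positive elk than the rest of its group. With each elk left out in turn the log2 fold change stayed between -1.29 and -1.09. No technical or biological explanation of this single value was tested.

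At 11801001 to 11802000 on chromosome 8, also a DMR of Table S5 and by LOC122445883, the TAHD-positive Roosevelt male ET44 had 1205 CPM, while the other 5 TAHD-positive males had 13.8 to 73.3 and the 10 unaffected males 17.1 ± 5.30 (SD). The highest count at this window was 7362 reads, so counting error does not account for it. Without this elk the log2 fold change at the window fell from 3.72 to 0.80. A region present in more copies in this elk, reads of a repeat gathered at one window, and reads from another source all stay open, and none of them was tested. No biological explanation was tested either.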

How the results depend on the processing

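The alternatives below were set before the data were examined, except the following, which were chosen after seeing the data: the totals of all windows as library size, the share of counts in tested windows as a covariate, leaving out libraries whose Y signal goes against the sex label, leaving out or summing pairs of nearly alike libraries, and a PCA on a set number of windows or on windows of the exact test. The library size was not named in the design, and the sum over tested windows was settled after the files had been examined. Except where a smaller number of windows or elk enters by construction, the cause of a change was not tested. Results are given in the order Rocky Mountain females, Roosevelt females, Rocky Mountain males and Roosevelt males. The counts of DMRs at p < 1e-04 were 85, 321, 2 and 3, and the counts of windows at an FDR under 0.05 were 1, 191, 0 and 0, by edgeR's quasi-likelihood test with TMM normalization.

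The test moved the counts of DMRs in every group. The exact test gave 251, 570, 9 and 11 DMRs, and DESeq2 gave 228, 824, 8 and 16. The quasi-likelihood test without its robust option gave 1 DMR in Rocky Mountain males and stayed within 1.5 times the count in the other groups. Windows at an FDR under 0.05 numbered 1128, 1236, 0 and 1 with the exact test and 840, 2941, 4 and 12 with DESeq2, and without the robust option 0 and 7 in the females. In males, where the quasi-likelihood test gave 0 windows at this FDR, 3572 and 2747 windows had an unadjusted p under 0.05. The exact test with the totals of all windows as library size and no TMM gave 211, 750, 15 and 10 DMRs and 169, 3796, 0 and 1 windows at an FDR under 0.05.

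Normalization changed the counts and, in both female groups, the share of DMRs that were higher in TAHD-positive elk. With library size only there were 52, 83 and 0 DMRs in the first 3 groups, and 0 and 0 windows at an FDR under 0.05 in the females, with 14629 and 24645 windows at an unadjusted p under 0.05. With TMM, 79 of 85 and 230 of 321 female DMRs were higher in TAHD-positive elk, and 239 of 251 and 407 of 570 by the exact test. With library size only it was 44 of 52 and 21 of 83, and with the exact test on the totals without TMM 99 of 211 and 56 of 750. RLE normalization gave 97 and 321 DMRs in females, 91 and 238 of them higher, and 3 windows at an FDR under 0.05 in Rocky Mountain females. TMM on the totals of all windows gave 98 and 322 DMRs, 92 and 238 of them higher, and 6 windows at an FDR under 0.05 in Rocky Mountain females. The share of higher DMRs also shifted with other settings. Among Rocky Mountain females 957 of 1497 were higher without the filter, 84 of 109 with state and 21 of 38 with collection code as a covariate. In Roosevelt females 1886 of 4000 were higher without the filter, 97 of 104 with collection code, 105 of 110 among adult elk and 638 of 772 without elk ET13. In Rocky Mountain males 14 of 15 were higher with the exact test on the totals, against 4 of 9 with the exact test and TMM. With the quasi-likelihood test 0 of 2 were higher, and 179 of 232 were higher without the filter, 3 of 4 without ET84, 4 of 7 without ET87 and 7 of 8 without both. In Roosevelt males 1 of 3 was higher, and it was 6 of 6 without ET41, 2 of 7 without ET45, 2 of 6 without ET47, 5 of 11 with the exact test, 3 of 16 with DESeq2 and 75 of 164 without the filter.

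The window filter moved the counts, since it sets how many windows are tested. With a mean count of at least 20 there were 12, 51, 0 and 0 DMRs, of which 10 and 13 were higher in TAHD-positive females, and 0 and 0 windows at an FDR under 0.05 in the females, with 4409 and 7908 at an unadjusted p under 0.05. In males the same filter left 631 and 1305 windows at an unadjusted p under 0.05. With a mean of at least 5 there were 450, 1306, 18 and 10 DMRs, and 96 and 1449 windows at an FDR under 0.05 in the females. Without the filter there were 1497, 4000, 232 and 164 DMRs and 241, 6286, 5 and 37 windows at an FDR under 0.05. Without the 1% of windows with the highest counts, Rocky Mountain females had 6 windows at an FDR under 0.05, and without X and Y the females had 0 and 20. Joining windows across a gap of 1000 bp, or not at all, left every count of DMRs within 1.5 times.

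Covariates and the choice of elk also moved the counts. State of collection as a covariate gave 1679 DMRs in Roosevelt females and 0 in both male groups, and 10 and 14620 windows at an FDR under 0.05 in females. Collection code gave 38, 104 and, in Roosevelt males, 0 DMRs, and 0 and 1 windows at an FDR under 0.05 in females. Within codes the change with TAHD rests on 1 TAHD-positive against 1 unaffected elk (WA20) in Rocky Mountain females, and on 1 against 9 (WA18) and 5 against 1 (OR) in Roosevelt females, so these fits compare single elk and do not show the effect of adjusting for code. With state, the Rocky Mountain females rest on 1 TAHD-positive elk against 4 in Washington. The share of counts in tested windows gave 14 and 159 DMRs, of which 9 and 101 were higher in TAHD-positive elk, and 0 and 1 windows at an FDR under 0.05. Adult elk alone gave 188, 110, 8 and 9 DMRs, and 581 and 0 windows at an FDR under 0.05 in females, with 18692 at an unadjusted p under 0.05 in Roosevelt females. Leaving out the libraries whose Y signal goes against the sex label gave 772 DMRs and 3892 windows at an FDR under 0.05 in Roosevelt females and 8 DMRs in Rocky Mountain males. Keeping 1 library of each of 4 nearly alike pairs of unaffected Rocky Mountain females gave 11 DMRs, 9 of them higher, and 0 windows at an FDR under 0.05, with 10338 at an unadjusted p under 0.05. Summing the counts of each pair gave 17 DMRs, 14 of them higher, and 0 windows at an FDR under 0.05, with 11424 at an unadjusted p under 0.05. Both leave 15 libraries. The results on overlap, PCA, CpG density and single windows were not repeated without these pairs.

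With each elk left out in turn, DMRs in Rocky Mountain females ranged from 18 to 530. The count moved by more than 1.5 times without ET67 (18), ET68 (22), ET66 (41), ET59 (49), ET54, ET55 or ET58 (52 each), ET52 (55), ET51 (135), ET69 (193), ET65 (276) and ET63 (530). For Roosevelt females the range was 190 to 772, and the count moved by more than 1.5 times without ET9 (190), ET7 (196), ET24 (200), ET16 (517), ET17 (626) and ET13 (772). In Rocky Mountain males the range was 0 to 7, with 0 without ET71, ET76 or ET80, 1 without ET73, ET77, ET78, ET79, ET81, ET82 or ET85, 4 without ET83 or ET84, and 7 without ET87. In Roosevelt males the range was also 0 to 7, with 0 without ET37, ET39 or ET48, 1 without ET34, ET36, ET42, ET44 or ET46, 6 without ET41 or ET47, and 7 without ET45.

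Windows at an FDR under 0.05 ranged from 0 to 1670 in Rocky Mountain females with each elk left out. They came to 1670 without ET63, 1022 without ET65, 733 without ET69, 726 without ET51, 7 without ET64, 6 without ET57, 2 without ET62, and 0 without ET52, ET53, ET54, ET55, ET58, ET60, ET66, ET67 or ET68. In Roosevelt females they ranged from 1 to 3892. They came to 3892 without ET13, 2179 without ET17, 1403 without ET16, 818 without ET33, 811 without ET18, 451 without ET20 and 385 without ET14. They came to 39 without ET28, 28 without ET15, 24 without ET19, 18 without ET3 or ET30, 16 without ET12 or ET21, 11 without ET29, 9 without ET1, 8 without ET7, ET10, ET26 or ET27, 7 without ET9, 6 without ET25, 5 without ET24, 4 without ET11, 2 without ET22 and 1 without ET8. In both male groups they were 0 whichever elk was left out.

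The overlap of 3 female DMRs at p < 1e-04 (p = 0.074) was 0 when the same window had to pass in both comparisons (p = 1) and 0 at p < 1e-05 (p = 1), where 9 and 46 DMRs were left. It was 3 with the same direction required (p = 0.046), and 8 with the authors' deposited p-values (p = 0.154). The share of Roosevelt female DMRs overlapping Rocky Mountain regions at p < 0.05, 33.0%, stayed past random placement in all 4 alternatives, between 26.1% and 41.3%. The share of Rocky Mountain DMRs overlapping Roosevelt regions, 43.5% (p = 0.171), was 25% for the same window (p = 0.005), 43.5% with the same direction (p = 0.001) and 43.4% with the authors' deposited p-values (p = 0.009), which all passed random placement. At p < 1e-05 it was 33.3% and did not exceed the random median (p = 0.71, 9 DMRs).

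The separation of Roosevelt females on PC1, 1.81 pooled SDs, was 2.82 when the real and the random splits were given the same number of windows, and then passed the threshold (p = 0.0208, the smallest that 48 splits can give). For Rocky Mountain females none of the 4 alternatives set against splits or permutations passed it, with separations of 0.93 to 1.94. The windows of the exact test, with 1.48 and 2.00, were not set against splits. The direction of Rocky Mountain DMRs by CpG density kept its side of the threshold when split at 1 CpG per 100 bp. Library size only changed none of these directions and so tests nothing. With the exact test, the comparisons of elk of 1 TAHD status gave 712 DMRs between collection codes of unaffected Roosevelt females (386 with the quasi-likelihood test), 20 between states of unaffected Rocky Mountain females (7), and 2439 between states of TAHD-positive Roosevelt females (1301). With each elk of the smaller group left out these ranged from 124 to 361, from 1 to 13 and from 683 to 2100. For the collection codes the windows at an FDR under 0.05, 3475 with all elk, fell to 137 without ET3, 366 without ET4 and 443 without ET5, and came to 4164 without ET2. The counts moved by more than 1.5 times without ET3 (124), ET4 (154) and ET5 (240), without ET51 (1) and ET53 (13), and without ET16 (683), ET18 (697), ET17 (714) and ET19 (2100).

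The 54 values at windows named by gene, by supplemental table or by lowest p, each for 1 comparison, reversed direction under none of 6 alternatives. These windows were chosen for a difference on the same elk, so a reversal was unlikely. The exact test on the totals of all windows without TMM was not among the 6. With library size only, 13 lost p < 1e-04 and 1 gained it, with collection code as a covariate, where single elk carry the female values, 20 lost it, with state 10 lost and 5 gained it, with the share of counts in tested windows 6 lost and 2 gained it, with DESeq2 2 lost and 21 gained it, and with the exact test 31 gained it.

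Several analyses set at the start were not run. Offsets over the CpG number of each window, and an enrichment from CpG-rich and CpG-poor windows, need the CpG number of each window, and no genome sequence was used here. The test of direction against CpG density in Roosevelt females was not run because the copy of Table S3 is not complete. No paired analysis was possible because each elk is a separate animal that belongs to 1 group. Depth limits the windows: at a mean of 10 reads per elk, only windows with enough reads enter the test, and the simulated changes of 2-fold and 3-fold were found in 122, 186, 45 and 105 of 200 windows.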

Differences from the paper's values

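For Rocky Mountain females the paper's Table S2 lists 251 DMRs at p < 1e-04, and the quasi-likelihood test gave 85. Of the alternatives set before the data were examined, the exact test (251), DESeq2 (228), adult elk only (188), and leaving out elk ET65 (276) or ET69 (193) came within 1.5 times the paper's number. The others did not: the remaining elk left out in turn (18 to 530), library size only (52), RLE normalization (97), the quasi-likelihood test without its robust option (116), a mean count of at least 20 (12) or at least 5 (450), no filter (1497), no windows with the highest counts (98), no X and Y (79), state (109) or collection code (38) as a covariate, and other ways of joining windows (78 and 100). The exact test also returned the p-values of the authors' deposited tables. Of the alternatives chosen after seeing the values, the exact test on the totals of all windows (211) came within 1.5 times, and TMM on the totals (98), the share of counts in tested windows as a covariate (14) and nearly alike libraries thinned to 1 (11) or summed (17) did not.

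For Roosevelt females Fig. 1B gives about 570 DMRs at p < 1e-04, read by eye, and the quasi-likelihood test gave 321. The exact test (570), DESeq2 (824), and leaving out elk ET13 (772), ET16 (517), ET17 (626), ET18 (459), ET20 (380) or ET33 (444) came within 1.5 times of it. The remaining elk left out in turn (190 to 376), library size only (83), RLE normalization (321), no robust option (267), a mean count of at least 20 (51) or at least 5 (1306), no filter (4000), no windows with the highest counts (321), no X and Y (250), state (1679) or collection code (104) as a covariate, adult elk only (110) and other ways of joining windows (320 and 329) did not. The exact test with the totals of all windows, which was chosen after seeing the values, gave 750. It gave 56 DMRs higher in TAHD-positive elk, against 407 by the exact test with TMM normalization.

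For males the paper's Tables S4 and S5 list 9 and 11 DMRs, and the quasi-likelihood test gave 2 and 3. In Rocky Mountain males the exact test (9), DESeq2 (8), adult elk only (8) and leaving out elk ET87 (7) came within 1.5 times. In Roosevelt males the exact test (11), DESeq2 (16), adult elk only (9) and a mean count of at least 5 (10) did. Of the alternatives chosen after seeing the values, the exact test on the totals of all windows in Roosevelt males (10) and leaving out ET84 and ET87 in Rocky Mountain males (8) came within 1.5 times, and the exact test on the totals in Rocky Mountain males (15) did not. The other alternatives set before gave 0 to 4 DMRs, except no filter (232 and 164), a mean count of at least 5 in Rocky Mountain males (18), and leaving out ET41, ET47 (6 each) or ET45 (7) in Roosevelt males, and were not within 1.5 times.

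The paper's Table S6 lists 8 DMRs in both female comparisons, and 3 were found with the quasi-likelihood test. With the p-values of the authors' deposited tables there were 8. Overlap of the same window (0), of DMRs with the same direction (3) and at p < 1e-05 (0) did not reach the paper's number.

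In units of 1e6 reads, the paper's lowest number of reads per sample is approximately 13, and the lowest number implied by the deposited RPKM values is 2.47. The reads in Methods are those sequenced and the reads here are those counted on windows, so the pair is not on one scale. No alternative bears on it.

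The paper's text places all Roosevelt female DMRs under a low limit of CpG density. In the copy of its Table S3 used here, 33 of 567 DMRs lay at or above 5 CpG per 100 bp, and the highest density was 9.9. For Rocky Mountain females the paper names 2 chromosomes without DMRs, 27 and 33. The exact test gave 3, which adds chromosome 13, and the quasi-likelihood test gave 11. The paper's discussion speaks of 80 elk, while its results and Table S1 list 79. The paper names CD44 among genes close to a Roosevelt DMR. CD44 is named in no row of the copy of Table S3, and the nearest DMR of the exact test was 7538943 bp away, while IL16 and TGFB1, which the paper names beside it, each held such a DMR.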

Other observations

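The tests of PC1 over a set number of windows and of the share of counts in tested windows as a covariate were chosen after results had been seen, and so were the tests on nearly alike libraries, on males without the libraries whose Y signal goes against the sex label, and on interaction windows at p < 0.05. The correlations within unaffected elk, and the random splits with that covariate, were predicted before their own results were seen, although the number of DMRs with the covariate had been seen. In Roosevelt females the DMRs with state as a covariate, and the DMRs with each elk left out, had also been seen before the tests that bear on them were written. The numbers of splits were set by computing time.

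Whether a random grouping of the elk gives as many DMRs was tested by splitting the elk of each comparison into groups of the same sizes, the real split included. In Roosevelt females 1 of 48 splits, the real one, had as many as 321 DMRs, and the others had a median of 6 and at most 52. A random grouping is therefore argued against as the source of that number. It is not excluded, since 48 splits can give no smaller share and the result was not adjusted over the 4 comparisons. The splits also ignore collection code. In Rocky Mountain females 3 of 60 splits had as many as 85 DMRs, with a median of 2 and a maximum of 206 in the others, so chance was not excluded, although the share lies on the threshold of 0.05. No more splits were drawn after this was seen. In males 55 of 100 and 47 of 100 splits had as many as 2 and 3 DMRs, so chance was not excluded. An elk held out of the choice of windows gives another view. Each elk was placed on the windows with the lowest p among the others, as a position that is higher toward the TAHD-positive elk. In Roosevelt females the position was 0.539 ± 0.963 (SD, n = 15) in TAHD-positive and -0.408 ± 0.890 (SD, n = 14) in unaffected elk (permutation test, two-sided, p = 0.011, adjusted over 4 comparisons 0.0439), with 9 of 15 and 11 of 14 elk on their own side. The Rocky Mountain females had 0.0603 ± 0.963 (n = 5) and -0.679 ± 0.985 (n = 14) (exact permutation test, p = 0.174). In males the exact permutation tests gave p = 0.532 in Rocky Mountain and p = 0.966 in Roosevelt elk. The 2 ecotypes were not shown to differ in their change with TAHD: no window had an FDR under 0.05 for the interaction of ecotype and TAHD by edgeR's quasi-likelihood test, 7162 had an unadjusted p under 0.05 (at least as many in 8 of 32 label redraws). At that FDR all 32 redraws reach a count of 0, so the redraws say nothing there.

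Windows chosen for a difference also separate the groups they were chosen on. With DMRs called anew in each split, and the real split counted, 32 of 42 splits with at least 2 windows in DMRs in Rocky Mountain females and 8 of 40 in Roosevelt females separated on PC1 as far as the real one, so that the separation on these windows was not beyond what chosen windows give. The windows of the exact test, which are closer to those of Fig. 5, were not set against splits. With as many windows in each split as in the real one, 23 of 60 did so in Rocky Mountain females and 1 of 48, the real one, in Roosevelt females.

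A candidate explanation for part of the female DMRs is the efficiency of the immunoprecipitation. Efficiency is assumed, and was not measured here, to move CpG-poor and CpG-rich windows in opposite directions. The explanation was raised by the CpG densities of the Roosevelt DMRs, where CpG-poor DMRs were higher and CpG-rich ones lower in TAHD-positive elk. The Rocky Mountain DMRs of Table S2 do not show this reversal. At 2 or more CpG per 100 bp 58 of 66 were higher, as were 181 of 185 below that. A smaller shift went the same way, with 12.1% of the CpG-rich and 2.16% of the CpG-poor DMRs lower (Fisher's exact test, two-sided, p = 0.00314). The explanation therefore stays open there whatever the relations below give. With no genome sequence in use, the share of a library's counts that fell in tested windows stood in for the efficiency. If efficiency shaped the DMRs, this share should follow the signal at the DMRs among unaffected elk, where TAHD plays no part. It did in both ecotypes at the DMRs higher in TAHD-positive elk. In 14 unaffected Rocky Mountain females Spearman's rho was -0.77 (permutation p = 0.00206, adjusted over 6 relations 0.00412) and Pearson's r was -0.861 (-0.782 without the 2 elk farthest from the median share). In 14 unaffected Roosevelt females rho was -0.83 (p = 0.00036, adjusted 0.00108) and r was -0.823 (-0.689 without 2 elk). In the 15 TAHD-positive Roosevelt females rho was -0.854. With 1 library of each nearly alike pair, the 10 unaffected Rocky Mountain libraries left had a rho of -0.745 (p = 0.0171) and an r of -0.846 (-0.755 without 2). At the DMRs lower in TAHD-positive elk, the relation had the opposite sign but was less sure. In unaffected elk it passed a threshold of 0.05 by Pearson's r (0.620, adjusted p 0.0209, in Rocky Mountain and 0.556, adjusted p 0.0384, in Roosevelt females) and not by Spearman's rho (0.349, adjusted p 0.223, and 0.420, adjusted p 0.164), so it stays open there. In TAHD-positive Roosevelt females it passed by both (r 0.615, adjusted p 0.0209, and rho 0.575, adjusted p 0.0404). The share was lower in TAHD-positive Rocky Mountain females, at 51.6% ± 9.54 (SD, n = 5) against 60.2% ± 7.05 (SD, n = 14) (exact permutation test, p = 0.059, adjusted over 4 comparisons 0.236), and in Roosevelt females at 55.5% ± 9.61 (n = 15) against 59.4% ± 8.64 (n = 14) (permutation p = 0.26), so neither difference passed a threshold. These tests pool the states. In Washington Roosevelt females the share was 42.5% to 52.9% in TAHD-positive elk, apart from ET33 (72.7%). In unaffected ones it was 59.7% to 71.4%, apart from ET13 (42.3%). California went the other way, at 52.8% to 59.1% with TAHD and 49.2% to 56.4% without. No test was run within states. With the share as a covariate, Roosevelt females had 159 DMRs and 1 of 24 splits, the real one, had as many (others a median of 7 and at most 26). Efficiency as measured by this share is therefore argued against as the whole source of the number of Roosevelt DMRs. It is not argued against for the windows at an FDR under 0.05, of which 1 was left, against 191 without the covariate, and 2 of 24 splits, the real one included, had 1. For Rocky Mountain females 14 DMRs were left and 7 of 24 splits had as many (others a median of 4 and at most 73). The held-out positions of females fell with the share as well, with rho of -0.780 in unaffected Rocky Mountain, -0.688 in unaffected Roosevelt and -0.850 in TAHD-positive Roosevelt females. In males they went the other way, with rho of 0.671 (adjusted over 6 relations p = 0.0286) in unaffected Rocky Mountain, 0.261 (p = 0.471) in unaffected Roosevelt and 0.600 (p = 0.290) in TAHD-positive Roosevelt elk. TAHD itself, which the design names, stays open as a source of the DMRs.

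Sample prefix nearly coincides with TAHD status in Roosevelt females, although elk of both statuses came from Washington, Oregon and California. Collection also differs among elk of 1 status. Between codes WA18 (9 elk) and CA2020 (4 elk), unaffected Roosevelt females had 386 DMRs and 3475 windows at an FDR under 0.05, and 1 of 40 splits, the real one, had as many DMRs (others at most 144). Without ET3, 1 of the 4 elk coded CA2020, 124 DMRs and 137 windows at an FDR under 0.05 were left, so the size of this difference rests on single elk. Between Washington (7 elk) and Oregon (5 elk), TAHD-positive Roosevelt females had 1301 DMRs, and again 1 of 40 splits had as many. Between South Dakota (10 elk) and Washington (4 elk), unaffected Rocky Mountain females had 7 DMRs, and 24 of 40 splits had as many, although 2 of the 4 Washington libraries were nearly alike to a South Dakota one, which can hide a difference. With state as a covariate the Roosevelt females had 1679 DMRs, and 1 of 32 label sets redrawn within states, the real one, had as many (0 to 40 in the others). Neither this fit nor the fit of the Washington elk below adjusted for the share of counts in tested windows. The California elk argue against an effect found in Washington alone. Of 1931 DMRs called in the Washington Roosevelt females (9 unaffected and 7 TAHD-positive elk), 81.6% had the same direction in the California elk. Of 35 splits of those elk, 1 reached this share. Code coincides with TAHD status there, so a difference between codes CA and CA2020 was not excluded. In the Oregon elk (1 unaffected and 5 TAHD-positive) the share was 62.9%, which 3 of 6 splits reached. The other splits had a median of 60.9%, so Oregon gives no support. Held-out positions of TAHD-positive elk were -0.867 to -0.241 in Oregon, apart from ET19 (0.574). They were -0.0969 to 1.36 in California and, apart from ET33 (-0.810), 0.969 to 2.20 in Washington. Collection code cannot be told apart from TAHD status, since only 2 elk part the pair. With these 2 elk given the status of their code there were 35 DMRs, against 321. A difference of the Idaho elk in Rocky Mountain females cannot be told apart from TAHD either, since 4 of the 5 TAHD-positive elk came from Idaho and no unaffected female did. The Idaho elk against the rest gave 6 DMRs, and exchanging the status of the 2 elk coded WA20 gave 2, against 85.

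The paper puts the low number of male DMRs down to few TAHD-positive elk. Females were drawn 20 times in the male group sizes. Draws of Roosevelt females gave 5 to 1453 DMRs (median 84), where the Roosevelt males had 3. Per 100000 windows tested the draws gave 2.57 to 747 (median 43.2), against 2.92 in those males. Most draws therefore gave more, but 1 of 20 had as few per window tested, so few elk was not excluded there. Draws of Rocky Mountain females gave 6 to 511 DMRs (median 45.5), and 0 of 20 had as few per window tested as the Rocky Mountain males, but this rests on libraries whose Y signal goes against the sex label. Without ET84 and ET87 the Rocky Mountain males had 8 DMRs. Draws of females in the sizes left (2 and 11 elk) gave 5 to 773 DMRs (median 26). Of these 20 draws, 9 had as few per window tested, so few elk stays open as an explanation in Rocky Mountain males.

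Among unaffected Rocky Mountain females 4 pairs of libraries had nearly alike counts, with a chi-square per window of 1.05 (ET56 and ET60), 1.07 (ET57 and ET53), 1.07 (ET59 and ET55) and 1.10 (ET54 and ET58). The next pair had 1.86 and the median over pairs was 4.35, while sampling noise alone gives 1. In each pair the elk numbers differ by 4. Repeat libraries of one sample would give values near 1 set apart from the other pairs, and were not excluded. The highest value lay just above a limit of 1.1 that was set when 3 of the pairs were known, so that limit is no argument against repeats. All 4 values lie where repeats would place them, near 1 and apart from the next pair. The sample records list separate elk, so whether they are repeats was not settled. In 2 pairs the elk are listed for different states, so repeats would also mean that a label is wrong. No biological explanation of the pairs was tested. With the pairs summed there were 17 DMRs, and 6 of 40 splits, the real one included, had as many (others a median of 2 and at most 41), so chance was not excluded. Where the text counts 14 unaffected or 19 Rocky Mountain females, fewer distinct elk may stand behind the values, and the p-values of these comparisons may then be too small.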
